# Oxysterol Signatures Distinguish Age-Related Macular Degeneration from Physiologic Aging

**DOI:** 10.1016/j.ebiom.2018.05.035

**Published:** 2018-06-11

**Authors:** Jonathan B. Lin, Abdoulaye Sene, Andrea Santeford, Hideji Fujiwara, Rohini Sidhu, Marianne M. Ligon, Vikram A. Shankar, Norimitsu Ban, Indira U. Mysorekar, Daniel S. Ory, Rajendra S. Apte

**Keywords:** Age-related macular degeneration, Aging, Lipids, Cholesterol

## Abstract

Macrophage aging is pathogenic in numerous diseases, including age-related macular degeneration (AMD), a leading cause of blindness in older adults. Although prior studies have explored the functional consequences of macrophage aging, less is known about its cellular basis or what defines the transition from physiologic aging to disease. Here, we show that despite their frequent self-renewal, macrophages from old mice exhibited numerous signs of aging, such as impaired oxidative respiration. Transcriptomic profiling of aged murine macrophages revealed dysregulation of diverse cellular pathways, especially in cholesterol homeostasis, that manifested in altered oxysterol signatures. Although the levels of numerous oxysterols in human peripheral blood mononuclear cells and plasma exhibited age-associated changes, plasma 24-hydroxycholesterol levels were specifically associated with AMD. These novel findings demonstrate that oxysterol levels can discriminate disease from physiologic aging. Furthermore, modulation of cholesterol homeostasis may be a novel strategy for treating age-associated diseases in which macrophage aging is pathogenic.

## Highlights

• Age-related macular degeneration (AMD) is a leading cause of blindness in older adults.
• Macrophage aging is pathogenic in numerous diseases of the elderly, including AMD.
• Cholesterol dyshomeostasis is a central feature of aged macrophages.

Although therapies directed against vascular endothelial growth factor (VEGF) have revolutionized the therapeutic landscape for age-related macular degeneration (AMD), these drugs do not work for all patients. In this work, we characterize how innate immune cells known as macrophages change during aging to better understand the mechanisms underlying AMD pathogenesis. Furthermore, we identify the subset of these changes that are a part of healthy aging versus those that contribute to age-associated disease. Our results suggest that plasma levels of 24-hydroxycholesterol may be a candidate biomarker for pathologic macrophage aging.

## 1 Introduction

Age-related macular degeneration (AMD) is a leading cause of blindness in adults over 50 years of age in industrialized nations [1]. Early AMD is characterized by the presence of lipoproteinaceous deposits or drusen under the retinal pigment epithelium (RPE) and/or thickening of Bruch's membrane. Although early AMD is not always associated with vision loss, it is a major risk factor for progression to one of two forms of advanced AMD: a dry form, characterized by death of RPE cells called geographic atrophy (GA) that eventually leads to death of overlying photoreceptors, or wet (neovascular) form, characterized by abnormal vascular proliferation underneath the retina called choroidal neovascularization (CNV). While both advanced dry and wet AMD can cause vision loss, wet AMD accounts for a significant fraction of the vision loss associated with AMD [2] and can often be acute and catastrophic.

The current mainstay therapies for wet AMD focus on combating abnormal angiogenesis by blocking vascular endothelial growth factor (VEGF) with targeted anti-VEGF agents. These treatments stabilize disease in a majority of patients and significantly improve visual outcomes in 30–40% of wet AMD patients [[3], [4], [5]]. However, these therapies often require frequent visits for repeated intraocular injections, which places a significant burden on patients and caregivers [6]. Moreover, repeated intravitreal injections are also associated with risks of their own, such as infection, scleral thinning, and long-term visual acuity loss due to continued atrophy of the RPE and photoreceptors [3, 7]. Perhaps more importantly, anti-VEGF agents do not address the pathophysiology that causes wet AMD [8]. Therefore, there is need for further research to clarify the molecular and cellular mechanisms involved in the transition from physiologic aging to AMD and to understand the pathogenesis underlying the progression from early to wet AMD, which may lead to novel strategies for targeted intervention.

In the past few decades, we and others have demonstrated that macrophages, key cells of the innate immune system, play important roles in the pathogenesis of wet AMD [[9], [10], [11], [12]]. Moreover, it has become increasingly clear that the ability of macrophages to polarize to different activation states is an important factor affecting whether macrophages promote health or disease [13]. Depending on dynamic tissue signals and the surrounding micro-environment, macrophages can polarize to a classical pro-inflammatory (M1-like) phenotype, an alternative anti-inflammatory (M2-like) phenotype, or some intermediate between these two extremes [14]. To further complicate matters, the identity of the specific activators that cause macrophage polarization may also affect the macrophage phenotype [15].

Previously, we reported that aged macrophages tend to skew to the anti-inflammatory M2-like phenotype and are less able to inhibit abnormal angiogenesis [16]. Furthermore, aged macrophages exhibit both impairments in cholesterol efflux [17] and abnormalities in IL-10 and downstream STAT3 signaling pathways that contribute to this age-associated drift towards M2-like polarization [18]. These age-associated impairments in cholesterol efflux and other lipid-related pathways may have mechanistic consequences in disease pathogenesis [19]. This possibility is supported by the fact that polymorphisms in lipid-related genes, such as hepatic lipase (LIPC), ATP-binding cassette transporter member 1 (ABCA1), and cholesterol ester transfer protein (CETP), are associated with advanced AMD [20]. Moreover, drusen, a clinical feature of early AMD, are lipid-rich, further supporting our hypothesis that dysregulated lipid homeostasis contributes to AMD. Despite these advances, the global programmatic changes that occur during macrophage aging need further elucidation. It is also unclear what subset of these changes are associated with physiologic aging or are pathologic and contribute to age-associated disease.

In this study, we sought to delineate the cellular pathways involved in macrophage aging and identify potential markers that may distinguish age-associated changes that are physiologic versus those that promote age-associated disease. Our results suggest that impaired cholesterol homeostasis in macrophages is a central process perturbed during aging and that these changes lead to alterations in oxysterol signatures that can distinguish AMD from physiologic aging. These findings may allow physicians to monitor progression of disease with quantifiable serum markers and may potentially lead to novel therapeutic strategies not only for AMD but also for other age-associated diseases in which alternatively-activated macrophages are pathogenic.

## 2 Materials and Methods

### 2.1 Animals

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) and performed in accordance with the Washington University School of Medicine Animal Care and Use guidelines. We obtained old (i.e., ~18-month-old), female wild-type C57BL/6J mice from the National Institute on Aging (Bethesda, MD) and compared them to strain-matched young (i.e., ~3-month-old), female wild-type C57BL/6J controls. We harvested peritoneal macrophages five days after elicitation with a 2-ml intraperitoneal injection of 4% thioglycollate broth (Sigma-Aldrich, St. Louis, MO). We harvested splenic macrophages by performing positive magnetic cell separation with the PE selection kit (Stem Cell Technologies) and PE anti-F4/80 monoclonal antibody (clone: BM8; eBioscience, Waltham, MA), following manufacturer's instructions. We cultured peritoneal and splenic macrophages in Gibco™ RPMI 1640 medium (Thermo Fisher Scientific, Waltham, MA) supplemented with 10% fetal bovine serum (FBS; Atlanta Biologicals, Flowery Branch, GA) and 1% penicillin-streptomycin (Thermo Fisher Scientific). When indicated, we treated macrophages with 25 or 50 μg/ml of oxidized LDL (oxLDL; Alfa Aesar, Haverhill, MA) for 24 h prior to further analysis.

### 2.2 OCR Measurements

To perform metabolic characterization, we measured the oxygen consumption rate (OCR) of peritoneal macrophages as a surrogate marker for oxidative respiration with the XF96 Extracellular Flux Analyzer (Seahorse Bioscience, North Billerica, MA). In short, we plated peritoneal macrophages in Seahorse XF96 cell culture microplates (Seahorse Bioscience) at 100,000 cells per well. On the morning of the experiment, we washed the cells and replaced the medium with Seahorse assay medium (Seahorse Bioscience) supplemented with 25 mM glucose (Sigma-Aldrich, St. Louis, MO) and 1 mM sodium pyruvate (Thermo Fisher Scientific) and adjusted the pH to 7.4. After incubation in a non-CO_2_ incubator at 37 °C for 1 h, we measured OCR at baseline and after sequential treatment with the following chemicals from the Mito Stress Test kit (Seahorse Bioscience): 3 μM oligomycin, 5 μM carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP), and 1 μM rotenone/antimycin A (rot/AA). Each cycle consisted of 2 min of mixing and a 1-min pause, followed by a 5-min measurement period; we repeated each cycle 3–4 times. We normalized the background of all measurements by subtracting the average OCR of each sample after treatment with rot/AA.

### 2.3 Gene Expression Analysis

We extracted total RNA from peritoneal macrophages with the RNeasy Mini kit (Qiagen) and prepared cDNA with the High-Capacity Reverse Transcription kit (Applied Biosystems), following manufacturer's instructions. We performed quantitative PCR amplification of cDNA using either the TaqMan® probe-based gene expression assay for *p16*^*INK4a*^ (Mm00494449_m1; Applied Biosystems) or custom TaqMan® Array Plates (Applied Biosystems) for lipid-related genes with the assays indicated in Supplemental Table S1. In all cases, we used the ΔΔCT method, normalizing to *Actb*, *18sRNA*, *Gapdh*, or the geometric mean of a combination of these endogenous controls.

### 2.4 Transcriptomic Profiling

We isolated total RNA from peritoneal macrophages with the mirVana kit (Ambion), performed cDNA amplification with the Ovation® Pico kit (NuGEN, San Carlos, CA), and performed target labeling with the Encore® Biotin kit (NuGEN), according to manufacturer's instructions. We then performed whole transcriptome profiling of young and aged peritoneal macrophages using Mouse Gene (MoGene) 1.0 ST arrays processed with Affymetrix Expression Console (v1.3.1.187) at standard settings (RMA background correction, median polish summarization, and quantile normalization) to generate intensity values. We assigned each probeset of the MoGene 1.0 array a detection call of ‘mean + 2 × SD’ of the negative controls. We performed data quality control to identify potential outliers by principal component analysis (PCA) plot and hierarchical clustering, as well as by quality control (QC) metrics (all probeset RLE means > 0.25) in Expression Console. From this QC, we omitted one sample in the young group. We then filtered data by probeset type (“main” in MoGene 1.0) and by detection call (any probeset without a “detected” call in any of the samples was removed). Any probeset without a gene symbol in the MoGene 1.0 data was also removed. 18,066 MoGene 1.0 probesets (from the total of 35,556) were kept for further analysis. We analyzed the data using the R package “limma” and generated gene lists based on *P*-values and false detection rate (FDR) q-values. We performed gene ontology (GO), pathway map, and interactome analyses with MetaCore™ (Clarivate Analytics, Philadelphia, PA). The microarray data are available at the Gene Expression Omnibus (GEO) at NCBI under accession number GSE111382.

### 2.5 Flow Cytometry

We plated peritoneal macrophages on untreated Petri dishes and allowed them to adhere overnight. The next morning, we lifted cells by incubating for 5 min in ice-cold Dulbecco's phosphate-buffered saline (DPBS; Thermo Fisher Scientific) without calcium or magnesium and scraping gently. We next filtered cells through a 40 μm cell strainer, washed them with DPBS, and resuspended them in DPBS containing 5% FBS, 10 mM HEPES, 1 mM EDTA, and TruStain fcX™ antibody (BioLegend, San Diego, CA). We stained 10^5^ to 10^6^ cells with APC anti-mouse CD36 (clone: HM36; BioLegend), PE/Cy7 anti-mouse CD64 (clone: ×54–5/7.1; BioLegend), and PE anti-mouse F4/80 (clone: BM8; eBioscience) antibodies for 20 min on ice. We then washed and resuspended cells in DPBS and acquired data on a BD X-20 or BD LSR II flow cytometer (BD Biosciences, San Jose, CA). We analyzed and visualized data with FlowJo v10.

### 2.6 Human Subjects

This study was approved by the Human Research Protection Office of Washington University School of Medicine and adhered to the Declaration of Helsinki. We obtained informed consent from all subjects prior to blood collection. To purify peripheral blood mononuclear cells (PBMCs) and plasma, we performed density gradient centrifugation with BD Vacutainer CPT™ Cell Preparation Tubes (Franklin Lakes, NJ), following manufacturer's instructions. We classified patients as no AMD, early AMD, or wet AMD based on established clinical criteria [21]. Early AMD patients had either moderate drusen (>63 μm) or pigment changes in at least one eye but no CNV or GA in either eye at the time of sample collection. Wet AMD patients had CNV in at least one eye at the time of sample collection. We stored all samples at −80 °C until further analysis. To determine the appropriate sample size, we performed an a priori power analysis with G*Power 3.1 [22]. Estimating an effect size d of 0.6 based on pilot experiments, we calculated that we needed 94 subjects with an allocation ratio of 1.5:1 to detect a significant difference between the groups at the two-sided α = 0.05 level with 80% power. For the subanalysis, we performed chart review to identify the closest total plasma cholesterol measurement obtained within 3.5 years of the date of sample collection.

### 2.7 Oxysterol Profiling by LC–MS/MS

We extracted and quantified oxysterol levels from murine peritoneal macrophage pellets, the supernatant of murine peritoneal macrophages, human PBMC pellets, and human plasma samples as previously described [23]. Briefly, we added deuterated oxysterols to the samples as internal standards and then extracted oxysterols with methanol. We derivatized the extracted oxysterols and their internal standards with *N*,*N*-dimethylglycinate (DMG) to increase MS sensitivity. We performed oxysterol analysis with a Shimadzu 20 CE HPLC system (Kyoto, Japan) and a LeapPAL autosampler coupled to a tandem mass spectrometer (API 4000; Applied Biosystems) operated in MRM mode. We used positive ion ESI mode for detection of the derivatized oxysterols, injecting study samples in duplicate for data averaging. We conducted data processing with Analyst 1.5.1 (Applied Biosystems) and determined relative levels of each oxysterol by comparing its measurement with that of its corresponding deuterated internal standard. We normalized the murine macrophage oxysterol levels to cell number, murine supernatant levels to volume, human PBMC oxysterol levels to protein content, and human plasma oxysterol levels to volume. To normalize human samples processed on different days, we used one of the patient samples as an internal control.

### 2.8 Statistics

We performed statistical analysis as indicated in the Figure legends with Prism 5 (GraphPad Software) or SPSS Statistics Version 23 (IBM, Armonk, NY). We assessed the normality of our data graphically and with the Kolmogorov-Smirnov test and used appropriate non-parametric alternatives when necessary. We considered *P* < .05 to be statistically significant. To model the relationship between PBMC and plasma oxysterol signatures and AMD, we generated binary logistic regression models. Our model included the following predictor variables: age at the time of sample collection, gender, and PBMC/plasma oxysterol levels. For the subanalysis, we generated an additional binary logistic regression model, which included the following predictor variables: age at the time of sample collection, gender, plasma 24-HC levels, and total plasma cholesterol. For all regression models, we assessed fit with the Hosmer-Lemeshow lack-of-fit test and performed diagnostics by examining Cook's distances, leverages, and residual deviances. The final reported models had seven omitted cases based on sensitivity analysis. We checked for problems with collinearity by examining variance inflation factors (VIF). We used an unadjusted alpha of 0.05 for the binary logistic regression.

## 3 Results

### 3.1 Peritoneal Macrophages from Old Mice Exhibit Features of Aging

Under steady-state conditions, tissue-resident macrophages are maintained through constant replacement or self-renewal. In many tissues, including the peritoneal cavity, there is extensive replacement of macrophages as quickly as every 3 weeks [24]. Therefore, we sought to determine whether macrophages isolated from old (i.e., 18-month-old) wild-type mice exhibited features of cellular aging when compared to macrophages isolated from young (i.e., 3-month-old) wild-type mice despite this short replenishment cycle.

Mitochondrial dysfunction is a well-established hallmark of aging, and in many tissues, there is an age-dependent decrease in mitochondrial oxygen consumption [25]. To determine whether peritoneal macrophages from old mice exhibit mitochondrial dysfunction, we measured the oxygen consumption rate (OCR) of peritoneal macrophages isolated from 3-month-old and 18-month-old mice. The baseline OCR of peritoneal macrophages from old mice was significantly lower than that of peritoneal macrophages from young mice (Fig. 1a), indicating reduced basal oxidative respiration. Although both young and aged peritoneal macrophages appropriately exhibited a reduction in OCR after treatment with the ATP synthase inhibitor oligomycin, young peritoneal macrophages maintained a somewhat higher residual OCR (Fig. 1a). In contrast, both young and aged peritoneal macrophages demonstrated similar maximal oxidative respiration in response to the uncoupling agent FCCP (Fig. 1a). The difference between the baseline OCR and the OCR after oligomycin treatment represents ATP-linked respiration. Aged peritoneal macrophages exhibited significantly reduced ATP-linked respiration (Fig. 1b), indicating mitochondrial dysfunction.

**Fig. 1:**
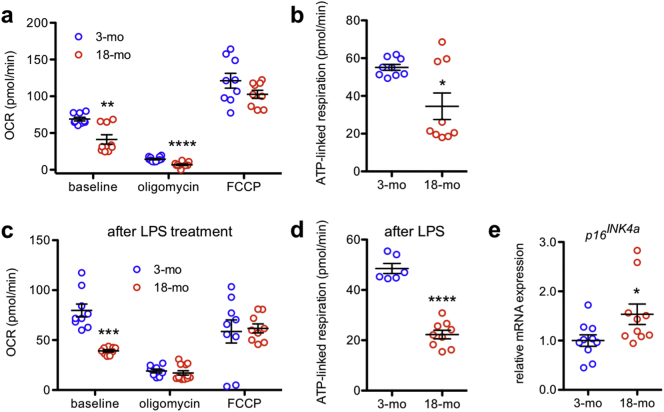
Peritoneal macrophages from old mice exhibit quantifiable signs of aging. (a) Aged peritoneal macrophages had reduced oxygen consumption rate (OCR) both at baseline (*N* = 9/group; 2-tailed, unpaired Welch's t-test) and in response to oligomycin (*N* = 11–12/group; 2-tailed, unpaired t-test) and significantly reduced ATP-linked respiration (b; *N* = 9/group; 2-tailed, unpaired Welch's t-test). (c) Lipopolysaccharide (LPS)-treated aged peritoneal macrophages also had impaired mitochondrial bioenergetics at baseline (*N* = 8–12/group; 2-tailed, unpaired Welch's t-test) and significantly reduced ATP-linked respiration (d; *N* = 6–9/group; 2-tailed, unpaired t-test) compared to LPS-treated young peritoneal macrophages. (e) Aged peritoneal macrophages had increased mRNA expression of the senescence marker *p16*^*INK4a*^ (*N* = 10/group; 2-tailed, unpaired t-test). Open circles depict individual data points; horizontal lines depict mean ± SEM (a-e) (* *P* < .05; ** *P* < .01; *** *P* < .001; **** *P* < .0001).

Moreover, previous studies report that exposing macrophages to lipopolysaccharide (LPS) considerably alters their bioenergetic profile [26]. Furthermore, such a metabolic switch is required for macrophage activation and affects subsequent inflammatory status [[26], [27], [28]]. We observed distinct mitochondrial respiratory profiles when comparing young and aged, LPS-treated peritoneal macrophages: aged peritoneal macrophages exhibited a reduced OCR at baseline, despite maintaining similar responses to oligomycin and FCCP (Fig. 1c). Again, aged peritoneal macrophages exhibited significantly reduced ATP-linked respiration (Fig. 1d). Cumulatively, these data demonstrate that mitochondrial oxidative metabolism is considerably impaired in peritoneal macrophages isolated from old mice both at baseline and in response to LPS.

Furthermore, we evaluated the expression of the aging marker *p16*^*INK4a*^, which is a known senescence marker in bone marrow-derived macrophages [29] and has been shown to accumulate in rodent and human tissues during aging [[30], [31], [32]]. We found that *p16*^*INK4a*^ mRNA expression was significantly elevated in aged peritoneal macrophages compared to young peritoneal macrophages (Fig. 1e). Collectively, these results confirm that despite their constant renewal, peritoneal macrophages from old mice exhibit multiple quantifiable signs of aging, including mitochondrial dysfunction and increased expression of the senescence marker, *p16*^*INK4a*^.

### 3.2 Aged Macrophages Exhibit Impaired Cholesterol Homeostasis

To determine the specific cellular processes that are perturbed in aged macrophages, we profiled the transcriptomes of young and aged macrophages with the GeneChip Mouse Gene 1.0 ST Array (Affymetrix, Santa Clara, CA). 

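Peritoneal macrophages elicited with thioglycollate were collected from female C57BL/6J mice that were young (3 months) or aged (18 months), and their RNA was hybridized to 20 arrays, 1 per sample. The untreated macrophages behind Fig. 2 and Table 1 comprised 3 young arrays (replicates 2, 3 and 4) and 4 aged arrays (replicates 1 to 4). The same series holds macrophages given 25 μg/ml oxidized LDL (oxLDL) for 24 h, on 4 young and 3 aged arrays, and macrophages given 25 μg/ml acetylated LDL (acLDL) for 24 h, on 3 young and 3 aged arrays. The authors' values were intensities from Affymetrix Expression Console 1.3.1.187, made by RMA background correction, quantile normalization and median polish and deposited on a linear scale, and their log2 was taken here. They covered the 18066 probe sets that remained after the authors' filters, of which 14025 were detected on all 20 arrays and 587 on 1 array only. The median log2 value of an array lay between 6.29 and 6.43, and the number of arrays per group limited the precision. Probe sets were named through the accessions in the authors' table for 16475 of them, through the symbol for 881 and through an older symbol for 334, and the others kept the authors' name. Aged and young untreated macrophages were compared with limma 3.58.1 on the log2 values, in 1 fit over the 6 groups of age and treatment, so that all 20 arrays shared 1 estimate of the spread. A probe set counted as differentially expressed when p was below 0.05 and the Benjamini-Hochberg adjusted p was below 0.20. For genes with a known function in common, 26 lists were fixed and compared with the other genes by camera, on 1 probe set per gene (15652 genes). A list counted as shifted at an adjusted p below 0.05 over the 26 lists. Table 1 had been seen when the lists were written, so the B cell, cholesterol and fatty acid synthesis lists overlap genes already known to move. Neither the labels nor the paper's text states that the replicates came from separate mice, so the p-values measure the spread between these samples.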

We found that 1080 probe sets were significantly differentially expressed in aged versus young macrophages (Fig. 2a; *P* < .05, FDR < 0.20). 

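In aged untreated macrophages, markers of resident peritoneal macrophages and of mast cells and eosinophils were higher than in young ones, and genes of cholesterol synthesis were lower. B cell markers were shifted up too, with 7 of 27 past the thresholds, but this list did not pass with an estimated correlation (camera, adjusted p = 0.255). Cd5l (probe set 10492964), a protein secreted by resident macrophages, rose from a log2 value of 7.85 ± 0.11 (SD, n = 3) in young to 9.19 ± 0.17 (SD, n = 4) in aged macrophages (adjusted p = 0.000688). The mast cell carboxypeptidase Cpa3 (probe set 10497451) had a log2 fold change of 1.73 (standard error 0.23, adjusted p = 0.00204), and the complement receptor Vsig4 (probe set 10605848) one of 1.52 (standard error 0.27, adjusted p = 0.0283), with aged replicate 4, at 9.50, apart from the other aged arrays (8.83 to 8.94). The largest of the 316 higher probe sets was that of Ly6a (probe set 10429564), at a log2 fold change of 3.65, and the smallest of the 341 lower ones was that of Scd2 (probe set 10463355), at -1.87. In total, 657 of the 18066 probe sets, from 621 genes, passed both thresholds. Of the 26 lists, 7 were shifted toward higher and 3 toward lower expression in aged macrophages, and with an estimated correlation in place of the preset 0.01 the resident macrophage, mast cell and cholesterol synthesis lists passed. The count of 657 was 261, 203 and 110 without young untreated replicate 2, 3 and 4, and 413, 191 and 1777 without aged untreated replicate 2, 3 and 4. Which direction held more calls depended on the setting, with 730 higher and 639 lower with the replicate number as a block, 129 and 74 without young replicate 3 and 116 and 75 without aged replicate 3, but 291 and 540 without aged replicate 1. The count was 1369 with this block, 1020 after quantile normalization again, 54 at an adjusted p below 0.05 and 21 when the fit held only the 7 untreated arrays. It was 84 when the mean B cell marker level of each array entered as a covariate, an alternative chosen after the values were seen. This level did not overlap between the ages, at 5.07 to 5.22 on the young and 5.63 to 7.22 on the aged untreated arrays. A call lost in this fit therefore cannot be laid to B cells rather than to age.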

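Among the 10 probe sets of Table 1 with higher expression in aged macrophages were the B cell genes Cd79a, Cd79b, Ms4a1, Mzb1 and Ly6d, and among the 10 with lower expression were the cholesterol synthesis genes Sqle, Idi1 and Cyp51. Cd79b (probe set 10392142), part of the B cell receptor, measured 8.54 ± 1.49 (SD, n = 4) in aged and 5.58 ± 0.20 (SD, n = 3) in young macrophages on the log2 scale. The spread between aged arrays was larger than between young arrays for this gene, and the groups did not overlap. Ly6a, a surface antigen of many hematopoietic cells, measured 7.42 ± 1.52 (SD, n = 4) and 3.76 ± 0.41 (SD, n = 3), and Cxcl13 (probe set 10523359), a chemokine that attracts B cells, had a log2 fold change of 3.48 (standard error 0.92). Scd2, a desaturase of fatty acid synthesis, measured 6.52 ± 0.60 in aged and 8.38 ± 1.11 in young macrophages, and these groups overlapped. Acsl3 (probe set 10347748), which activates long-chain fatty acids, had a log2 fold change of -1.27 (standard error 0.28, adjusted p = 0.0636). Ceacam19 (probe set 10560702) had one of -1.18 (standard error 0.23, adjusted p = 0.0392). All 20 probe sets, from 19 genes, passed both thresholds, with adjusted p-values from 0.0148 to 0.177. With 1 array left out at a time, Ly6a, Csprs, Sqle and Ceacam19 were among the 5 probe sets that passed every time. The other calls were lost without at least 1 array, up to an adjusted p of 0.458 for Cxcl13 and Gimap4 without young untreated replicate 4, none of the 20 passed in the fit of the 7 untreated arrays, and 4 passed with the B cell covariate. The covariate is the mean of the B cell markers, 5 of which are in Table 1, so the loss of these calls follows largely by construction. For the other genes, the covariate differs between the ages and cannot be parted from age.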

The twenty protein-coding genes that were up- or downregulated with the highest fold change in aged versus young macrophages are presented in Table 1. 

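The genes with at least a 1.5-fold difference between aged and young macrophages held an excess of cholesterol synthesis genes and of markers of several cell types. Of the 657 probe sets past the thresholds, 182 (27.7%) differed by at least 1.5-fold, 120 of them higher and 62 lower in aged macrophages. They came from 164 genes, among which were 14 of the 21 measured genes of cholesterol synthesis (one-sided Fisher's exact test, adjusted p = 3.1e-22). Among them were also 8 of 18 markers of resident peritoneal macrophages (adjusted p = 6.4e-11), 6 of 12 markers of mast cells and eosinophils (adjusted p = 9.2e-09) and 7 of 27 B cell markers (adjusted p = 5.9e-08). In all, 11 of the 26 lists were in excess, the others being smaller overlaps of 2 to 4 genes. These were 3 of 14 further SREBP targets (adjusted p = 0.0014), 3 of 19 genes of fatty acid synthesis (0.0031), 2 of 16 lipoprotein and scavenger receptors (0.031), 4 of 28 genes of Table 2 (0.0010), 3 of 12 monocyte markers (0.0010), 2 of 15 genes of classical activation (0.030) and 2 of 18 of alternative activation (0.035). Fisher's test takes genes as independent, so genes of a list that vary together can make these p-values too small. By camera, 10 lists passed at the preset correlation and 3 with an estimated one. The count of 182 was 110, 110 and 74 without young untreated replicate 2, 3 and 4, and 90 and 441 without aged untreated replicate 3 and 4. It was 383 with the replicate number as a block, 21 in the fit of the 7 untreated arrays, 67 with the B cell covariate and 37 at an adjusted p below 0.05, where 3 lists were in excess.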

To determine whether the identities of the dysregulated genes were associated with defects in particular pathways or cellular processes, we filtered for genes with a 1.50-fold-change cutoff (22.1%, *N* = 239) and then performed gene ontology (GO) and pathway map analysis with MetaCore™ (Clarivate Analytics, Philadelphia, PA). 

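Sterol and cholesterol biosynthesis led the GO processes in excess among the genes with at least a 1.5-fold difference, followed by wider lipid processes and immune processes. The term sterol biosynthetic process held 13 of the selected genes out of 25 in the background (one-sided Fisher's exact test, adjusted p = 4.8e-17). The term cholesterol biosynthetic process held 12 of 23 (adjusted p = 6.6e-16), and cholesterol metabolic process held 6 of 40 (adjusted p = 4.5e-04), which placed it at rank 8. The terms between these were steroid, lipid and isoprenoid biosynthesis and the immune and inflammatory responses. The terms came from the authors' annotation of the probe sets, since the MetaCore gene sets are not in the files, and this test was chosen after the values were seen. It covered 150 selected genes, a background of 14525 annotated genes and 1150 terms of at least 5 genes, of which 10 passed an adjusted p of 0.05. Like the list test, it takes genes as independent, so genes that vary together can make its p-values too small.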

Of interest, the first, second, and tenth most significant GO processes implicated were sterol biosynthesis, cholesterol biosynthesis, and cholesterol metabolism, respectively (Fig. 2b). Consistently, cholesterol biosynthesis was the most significant pathway map implicated by the altered transcriptomic profile of aged macrophages (Fig. 2c). 

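Transcripts of cholesterol synthesis enzymes were lower in aged untreated macrophages along most of the pathway, both before and after squalene. Of the 21 measured enzymes of the list, 15 were lower, none was higher and 6 did not pass the test (17 lower when adjusted over the list alone), with a median log2 fold change of -0.71. Squalene epoxidase, Sqle (probe set 10424349), measured 9.30 ± 0.33 (SD, n = 3) in young and 8.33 ± 0.26 (SD, n = 4) in aged macrophages, a log2 fold change of -0.98 (standard error 0.15, adjusted p = 0.0148). Lanosterol synthase, Lss (probe set 10364194), had a log2 fold change of -0.93 (standard error 0.16, adjusted p = 0.0248). Upstream of squalene, Hmgcs1 (probe set 10412466) and Mvd (probe set 10582310) fell by 0.79 and 0.82 on the log2 scale (adjusted p = 0.0248 and 0.0392). Each of these 4 genes passed with any 1 array left out, but none of them in the fit of the 7 untreated arrays. With the B cell covariate, the call of Mvd was lost as well (limma, adjusted p = 0.251). The list was shifted as a whole (camera, adjusted p = 2.0e-22, and adjusted p = 0.0474 with an estimated correlation), and its median was -0.87 with the B cell marker level of each array as a covariate. The mean of the list was 8.22 ± 0.39 (SD, n = 3) in young and 7.55 ± 0.24 (SD, n = 4) in aged macrophages (two-sided exact permutation test, p = 0.0286, the smallest that 4 arrays against 3 allow), and the plot of the list by group sets these beside the oxLDL and acLDL arrays.

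**Figure D1:**
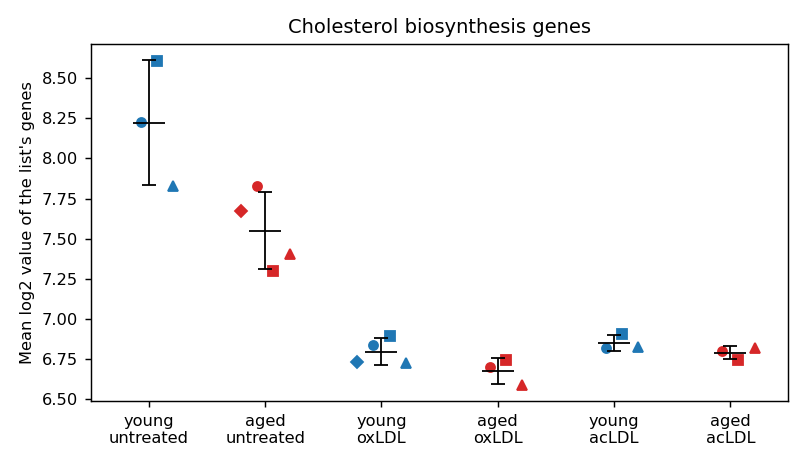
Mean log2 value of the 21 cholesterol biosynthesis genes on each array, by age and treatment. Each marker is 1 array, its shape gives the replicate number, bars are mean ± SD, and the untreated aged arrays lie between 7.30 and 7.83 and the untreated young arrays between 7.83 and 8.61.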

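Among the immune genes, the lists of resident peritoneal macrophage and mast cell markers were shifted up in aged macrophages, as was that of B cells at the preset correlation only, while the core macrophage markers were close to their level in young ones. Of 18 resident macrophage markers, 8 were higher and none was lower (10 and 1 when adjusted over the list alone), with a median log2 fold change of 0.66 (camera, adjusted p = 2.9e-07). Besides Cd5l and Vsig4, they included Selp (probe set 10351206) at 1.24 (standard error 0.24, adjusted p = 0.0392), with aged replicate 4, at 6.18, apart from the other aged arrays (5.53 to 5.55). Of 12 mast cell and eosinophil markers, 6 were higher and none was lower (6 when adjusted over the list alone), among them the mast cell chymase Cma1 at a log2 fold change of 1.05, with a median of 0.81 (adjusted p = 3.3e-07). Both lists passed with an estimated correlation (adjusted p = 0.0231 for each). Several of the mast cell markers lay near the background, with Cma1 detected on 10 of the 20 arrays and Fcer1a on 7. Of 27 B cell markers, 7 were higher and none was lower (16 and 1 when adjusted over the list alone), with a median of 0.82 (adjusted p = 2.3e-09, but 0.255 with an estimated correlation and 0.0612 with fry). Their mean was 6.25 ± 0.70 (SD, n = 4) on the aged and 5.15 ± 0.07 (SD, n = 3) on the young arrays (two-sided exact permutation test, p = 0.0571). Of 20 core macrophage markers, 19 did not pass the test and Itgam fell by 0.49 (adjusted p = 0.124, and 0.397 without young untreated replicate 4), with a median of -0.026, a mean of 0.00044 and a list adjusted p of 0.283. Lists that did not pass camera were the monocyte and recruited macrophage markers (2 higher, 1 lower of 12, adjusted p = 0.0550), dendritic cell markers and MHC class II (1 lower of 13, adjusted p = 0.124), T and NK cell markers (0 of 17, adjusted p = 0.127) and neutrophil markers (1 higher, 1 lower of 11, adjusted p = 0.912). Lists of activation genes did not pass camera either (the monocyte and both activation lists were in excess among the genes changed at least 1.5-fold), with 2 higher of 15 for classical activation (adjusted p = 0.181), 2 higher of 18 for alternative activation (adjusted p = 0.283), 1 higher of 10 for IL-10 and STAT3 signalling (adjusted p = 0.177) and 0 of 31 interferon-stimulated genes (adjusted p = 0.102). Some of these lists passed with 1 array left out: the monocyte list without young replicate 2 or 3 or aged replicate 1 or 4 (adjusted p = 0.0328, 0.0264, 0.00279 and 0.0439), the dendritic list without young replicate 2 (adjusted p = 0.0366), classical activation without aged replicate 1 (adjusted p = 0.0372), and the interferon-stimulated genes without young replicate 2 or 3 or aged replicate 1 or 3 (adjusted p = 0.0150, 0.0172, 0.00838 and 0.0352). With the replicate number as a block, the monocyte, dendritic, interferon and classical activation lists passed (adjusted p = 0.00205, 0.00340, 3.98e-04 and 0.0169), and in the fit of the 7 untreated arrays the first 3 did (adjusted p = 0.0498, 0.0311 and 0.0430), as did the monocyte list with arrays centred on their medians (adjusted p = 0.0344).

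**Figure D2:**
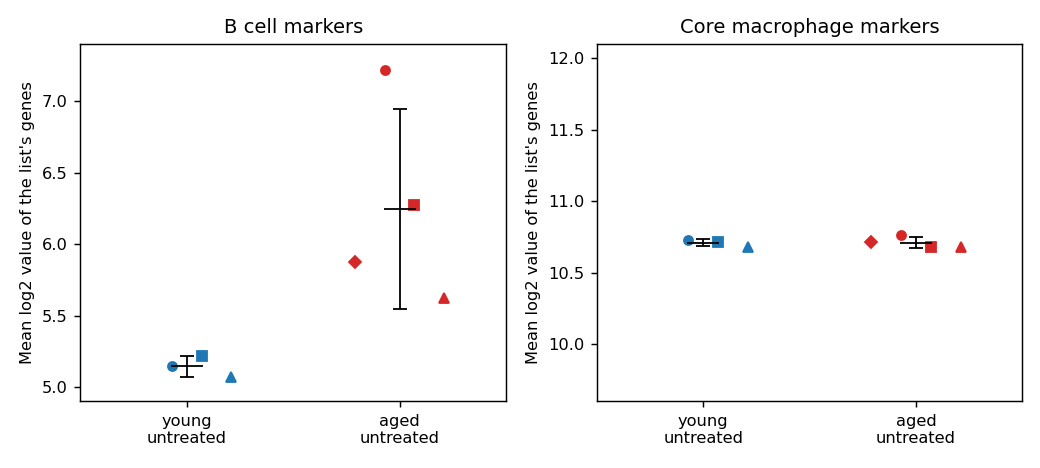
Mean log2 value per untreated array of the 27 B cell markers (left) and the 20 core macrophage markers (right), in young and aged macrophages, both panels on axes of equal span. Markers are arrays, shaped by replicate number, with mean ± SD: the aged arrays lie between 5.63 and 7.22 for B cell markers and between 10.7 and 10.8 for core macrophage markers.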

As expected, the transcriptomic profile of aged macrophages also suggested disruptions in numerous other immune response pathways (Fig. 2c). 

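Outside synthesis, the lists for cholesterol export, oxidation and uptake did not pass the list test between aged and young macrophages. Ch25h (probe set 10467136), which makes 25-hydroxycholesterol, measured 5.06 ± 0.31 (SD, n = 4) in aged and 4.05 ± 0.20 (SD, n = 3) in young macrophages, a log2 fold change of 1.01 (standard error 0.22, adjusted p = 0.0636). It was the 1 member of 11 oxysterol and sterol esterification enzymes that passed (3 higher when adjusted over the list alone), in a list with a median of -0.0086, a mean of 0.18 and an adjusted p of 0.471. The call of Ch25h held with any 1 array left out. In the fit of the 7 untreated arrays it was lost, as it was with the B cell covariate (limma, adjusted p = 0.303). Of 17 LXR targets and efflux genes, 2 were lower and none was higher (5 and 1 when adjusted over the list alone), with a median of -0.048 (adjusted p = 0.127, but 0.00625 without aged untreated replicate 1 and 0.0404 with the replicate number as a block). These were Lpl, which fell by 0.20, and the HDL receptor Scarb1, which fell by 0.43, and both calls were lost without young untreated replicate 2 or 3 or aged untreated replicate 3, among other arrays for Lpl, with adjusted p-values up to 0.475 and 0.273. The cholesterol exporter Abca1 (probe set 10512949) had a log2 fold change of -0.31 (standard error 0.10, adjusted p = 0.203) and did not pass. It did pass without young untreated replicate 4 or aged untreated replicate 1 (adjusted p = 0.191 and 0.157), and in 6 of the other settings planned, with adjusted p-values from 0.128 to 0.173, and by the authors' q-values (0.159), a setting chosen after the values were seen. Of 16 lipoprotein and scavenger receptors, 1 was higher and 3 were lower (2 and 3 when adjusted over the list alone), with a median of -0.034 (adjusted p = 0.225). Lrp1 was among the lower ones, at -0.54 (adjusted p = 0.0462, and 0.242 without young untreated replicate 4). The mean of this receptor list was 8.06 in aged and 8.11 in young macrophages, and every aged array lay below every young one (two-sided exact permutation test, p = 0.0286, not adjusted over the lists). From the GO processes and pathway maps of the genes changed at least 1.5-fold, the paper concludes that cholesterol homeostasis is perturbed as macrophages age.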

Overall, these results clearly indicate that cholesterol homeostasis is significantly perturbed during macrophage aging.

**Fig. 2:**
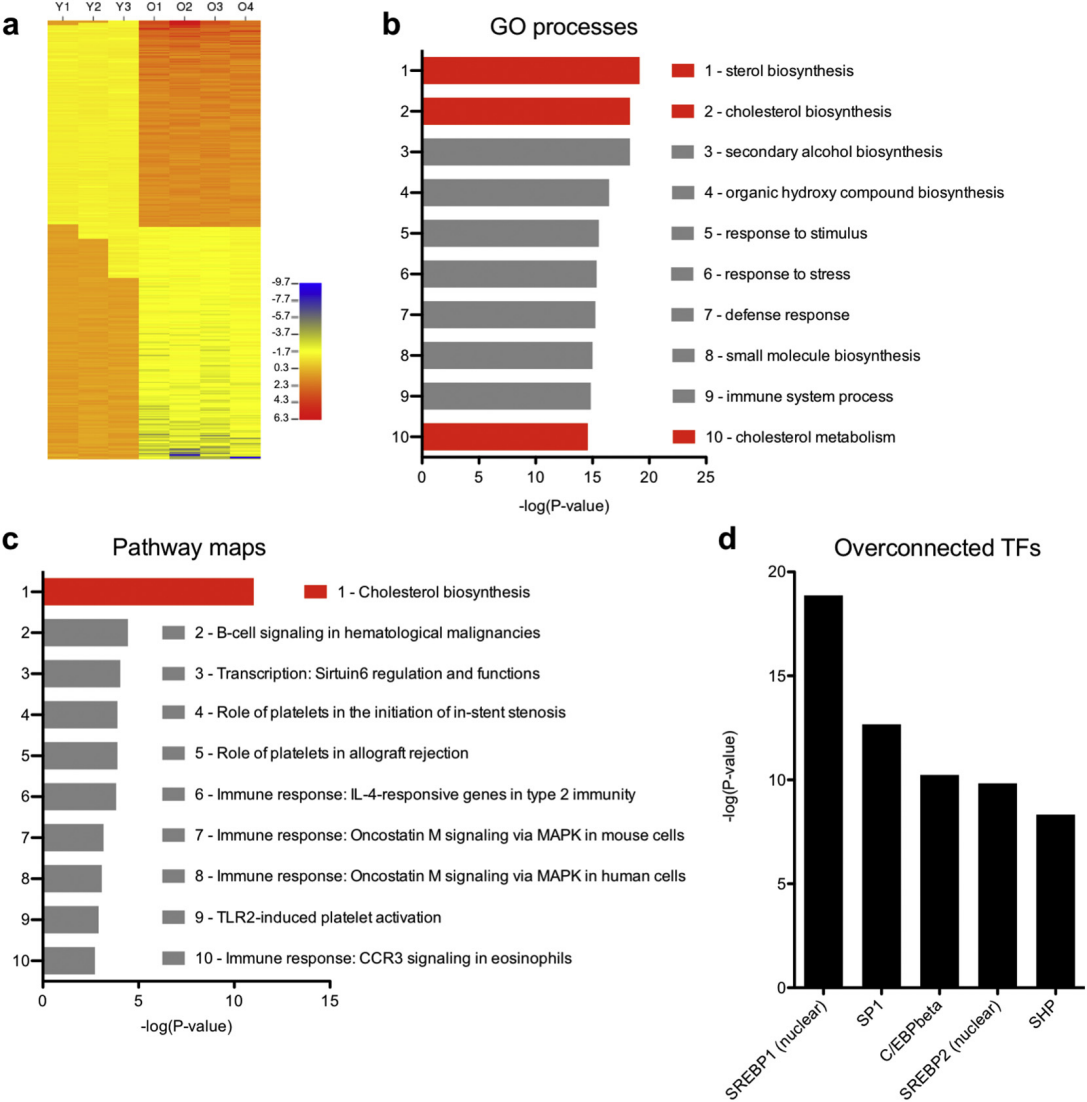
Transcriptomic profiling of aged peritoneal macrophages. (a) Aged peritoneal macrophages display numerous transcriptomic changes, which suggest perturbations in various gene ontology (GO) processes (b) and pathway maps (c). (d) Interactome analysis revealed numerous overconnected transcription factors (TFs) whose known gene targets were overrepresented in the genes we identified as dysregulated in aged versus young macrophages.

**Table 1:** Top ten up- and down-regulated genes in aged versus young peritoneal macrophages.

Probeset ID	Gene symbol	Fold change^a^	P-value	FDR
10463355	*Scd2*	−3.645	0.0007	0.0667
10506571	*Dhcr24*	−2.522	0.0001	0.0361
10347748	*Acsl3*	−2.406	0.0003	0.0497
10560702	*Ceacam19*	−2.266	<0.0001	0.0307
10403413	*Idi1*	−2.070	0.0018	0.0952
10544273	*Clec5a*	−1.996	0.0006	0.0634
10482762	*Idi1*	−1.977	0.0021	0.1006
10420668	*Mir15a*	−1.969	0.0016	0.0924
10424349	*Sqle*	−1.969	<0.0001	0.0115
10527920	*Cyp51*	−1.967	0.0012	0.0851
10582879	*Csprs*	3.771	<0.0001	0.0258
10538126	*Gimap4*	4.368	0.0052	0.1382
10551025	*Cd79a*	6.435	0.0018	0.0957
10429520	*Ly6d*	6.483	0.0028	0.1104
10466172	*Ms4a1*	7.480	0.0025	0.1050
10392142	*Cd79b*	7.764	0.0004	0.0552
10458278	*Mzb1*	9.573	0.0002	0.0469
10523359	*Cxcl13*	11.166	0.0015	0.0918
10531724	*Plac8*	11.549	0.0006	0.0634
10429564	*Ly6a*	12.571	<0.0001	0.0306

a Aged versus young peritoneal macrophages; negative fold-change reflects decreased expression in aged macrophages relative to young macrophages.

Given that numerous genes were dysregulated in aged peritoneal macrophages, we sought to identify candidate transcription factors (TFs) that may regulate the aging process. Therefore, we performed interactome analysis to identify over-connected TFs, which may regulate the observed transcriptomic changes in aged macrophages. Of interest, two of the top five most significantly overconnected TFs were sterol regulatory element-binding protein 1 and 2 (SREBP1/SREBP2; Fig. 2d), which are known master regulators of cholesterol and lipid homeostasis. These two TFs had connectivity ratios of 14.73 and 15.15, respectively, indicating ~15-fold overrepresentation of their known targets. These findings support our assertion that global lipid homeostatic mechanisms are impaired in aged macrophages.

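Lists of SREBP targets outside cholesterol synthesis were shifted down in aged macrophages at the preset correlation, but not with an estimated one, and most of their members did not pass. Of 19 measured genes of fatty acid synthesis and desaturation, which SREBP1 controls, 8 were lower and none was higher (10 lower when adjusted over the list alone). Their median log2 fold change was -0.36 (camera, adjusted p = 5.5e-07, and adjusted p = 0.0712 with an estimated correlation). Besides Scd2 and Acsl3, the list held Acaca at -0.55 (standard error 0.12, adjusted p = 0.0662) and Acly at -0.42 (standard error 0.096, adjusted p = 0.0714), and both calls were lost without young untreated replicate 3 (adjusted p = 0.229 and 0.244). Of 14 further SREBP targets and regulators, 5 were lower and none was higher (8 lower when adjusted over the list alone), with a median of -0.28 (adjusted p = 2.7e-05, and adjusted p = 0.0978 with an estimated correlation). Srebf1 (probe set 10386473), which encodes SREBP1, fell by 0.36 on the log2 scale (adjusted p = 0.118, and 0.394 without young untreated replicate 4). Srebf2 (probe set 10425695), which encodes SREBP2, had a log2 fold change of -0.45 (standard error 0.17, adjusted p = 0.255) and did not pass. It did pass without aged untreated replicate 1 (adjusted p = 0.147), with the replicate number as a block (0.106), with arrays centred on their medians (0.178), and after quantile normalization again (0.184). Among settings chosen after the values were seen, it passed by the authors' q-values (0.199) and with the B cell covariate (log2 fold change -0.77, adjusted p = 0.158). The connectivity ratios come from MetaCore's interactome, which is not in the files, and were not recomputed.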

To determine the specific aspects of cholesterol homeostasis that are impaired in aged macrophages, we analyzed the expression profile of 113 lipid-related genes in young and aged macrophages with a custom quantitative PCR array (Applied Biosystems). We were able to detect expression of 86.7% (*N* = 98) of the genes we tested and found that 30 of these 98 cholesterol-related genes (30.6%) had significantly different expression in aged versus young macrophages (Table 2). When we subdivided these lipid-related genes broadly by their cellular function, we observed that they encompassed diverse biological processes, including cholesterol/lipid biosynthesis, elimination, transport, and uptake, among other processes. These findings once again confirmed that aged peritoneal macrophages exhibit global impairments in their ability to maintain cholesterol and lipid homeostasis.

**Table 2:** Expression profiling of lipid-related genes in aged and young macrophages.

Cellular function	Gene symbol	Fold change^a^	P-value^b^
Biosynthesis	*Fads2*	−1.545	0.050
	*Fads3*	1.299	0.050
	*Fdft1*	−3.831	0.050
	*Fdps*	−1.885	0.050
	*Hmgcs2*	3.122	0.050
	*Prkaa2*	2.773	0.046
	*Scd1*	−1.895	0.050
Elimination	*Cyp11a1*	−9.342	0.050
	*Cyp7b1*	2.515	0.046
	*Cyp27a1*	−1.473	0.050
	*Hadhb*	−1.984	0.050
	*Lpl*	1.496	0.050
	*Tbxas1*	1.249	0.050
Leukotriene signaling	*Lta4h*	−1.314	0.050
	*Alox5ap*	−1.919	0.050
Transport	*Apoa1*	−6.985	0.046
	*Apof*	−6.089	0.050
	*Slc16a6*	−1.459	0.050
	*Slc27a1*	−1.659	0.050
	*Slc27a3*	−4.402	0.050
	*Stard4*	−1.306	0.050
Uptake	*Cxcl16*	−1.927	0.050
	*Olr1*	−2.340	0.050
	*Pcsk9*	−1.903	0.050
	*Stab2*	−3.008	0.046
Other or multiple functions	*Adfp*	2.102	0.050
	*Alox15*	5.797	0.050
	*Fabp4*	1.338	0.050
	*Nr0b2*	−3.911	0.037
	*Nr1h3*	−1.561	0.050

a Aged versus young peritoneal macrophages; negative fold-change reflects decreased expression in aged macrophages relative to young macrophages.

b Significant by 2-tailed Mann-Whitney U test.

### 3.3 Aged Macrophages have Altered Intracellular Oxysterol Content

We previously reported that aged macrophages have higher levels of intracellular cholesterol related to impaired efflux [17], likely related to the global changes in cholesterol homeostatic mechanisms described above. The oxidation of cholesterol to generate oxidized derivatives of cholesterol or oxysterols serves a crucial purpose to facilitate elimination of excess cholesterol. However, oxysterols themselves also play important signaling roles in regulating cholesterol homeostasis [33] and inflammation [34] and may therefore promote disease. In addition, aberrant oxysterol production can be a sign of increased oxidative stress, which is known to be pathogenic in AMD [35]. Since our transcriptomic profiling demonstrated that impaired cholesterol homeostasis is a hallmark feature of aged macrophages, we sought to explore whether these changes were associated with altered oxysterol signatures, which would not only provide mechanistic insight into why there is impaired cholesterol homeostasis but also identify a potential approach for detecting defective cholesterol homeostasis.

Using liquid chromatography tandem mass spectrometry (LC–MS/MS), we measured the most abundant oxysterols, including 4β-hydroxycholesterol (4β-HC), 7-ketocholesterol (7-KC), and cholestane-3β,5α,6β-triol (C-triol) in young and aged peritoneal macrophages. We found that aged peritoneal macrophages contained more 4β-HC and 7-KC compared to young peritoneal macrophages, both at baseline and after treatment with 25 or 50 μg/ml oxidized LDL (oxLDL) (Fig. 3a-b). Aged peritoneal macrophages also had increased C-triol content at baseline and after treatment with oxLDL, but the difference was statistically significant only after treatment with 50 μg/ml oxLDL (Fig. 3c). To account for the possibility that these increases in intracellular oxysterols may have been influenced by environmental factors, we also tested a separate cohort of young and aged mice that were housed at the same animal facility. Consistent with our original findings, these aged peritoneal macrophages also had increased levels of 4β-HC, 7-KC, and C-triol after treatment with 50 μg/ml oxLDL (Fig. S1a–c). These findings demonstrate that aged peritoneal macrophages have increased intracellular oxysterols upon challenge with oxLDL and that this difference is likely an effect of age rather than environmental factors.

**Fig. 3:**
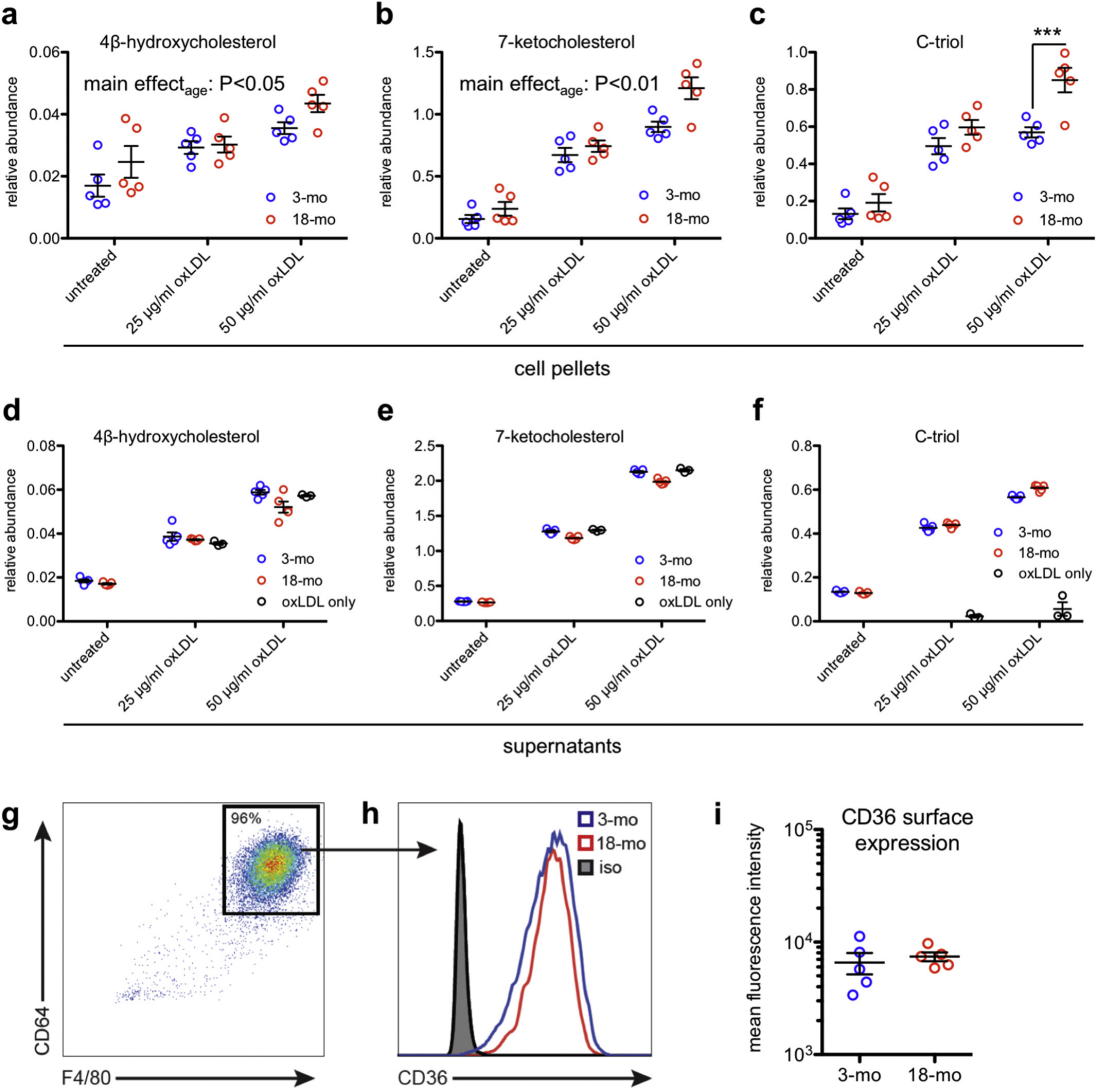
Aged peritoneal macrophages have abnormal oxysterol content. (a-c) Aged peritoneal macrophages contained significantly more intracellular 4β-hydroxycholesterol (4β-HC) and 7-ketocholesterol (7-KC) than their young counterparts at baseline and after treatment with 25 or 50 μg/ml oxidized LDL (oxLDL) (*N* = 5/group; 2-way ANOVA) and significantly more intracellular cholestane-3β,5α,6β-triol (C-triol) after treatment with 50 μg/ml oxLDL (*N* = 5/group; 2-way ANOVA with Bonferroni post-hoc test). (d-f) Although some comparisons were statistically significant due to low within-group variance, the supernatants of young and aged peritoneal macrophages contained qualitatively similar levels of 4β-HC, 7-KC, and C-triol both at baseline and after treatment with oxLDL (*N* = 5/group; 2-way ANOVA with Bonferroni post-hoc test). (g) Representative flow cytometry plot from young and aged peritoneal macrophages showing gating on macrophage markers CD64 and F4/80. (h-i) Young and aged peritoneal macrophages exhibited similar CD36 surface expression. Isotype staining (iso) was identical between groups (*N* = 5/group; 2-tailed, unpaired t-test). Open circles depict individual data points; horizontal lines depict mean ± SEM (a-f, i) (*** *P <* .001).

We also measured the oxysterol content in the supernatant to determine whether increased intracellular oxysterol content was associated with increased oxysterol secretion. Although some comparisons were statistically significant due to low within-group variance, the levels of 4β-HC, 7-KC, and C-triol were qualitatively similar in the supernatant of both young and aged peritoneal macrophages both at baseline and after treatment with oxLDL (Fig. 3d–f; Fig. S1d–f). Of note, the levels of 4β-HC and 7-KC detected in equivalent dilutions of oxLDL were similar to those detected in the supernatants of both young and aged peritoneal macrophages (Fig. 3d–e; Fig. S1d–e), suggesting that any differences in the secretion of these two oxysterols were likely masked by the oxysterols present in the oxLDL itself.

Our finding of increased intracellular oxysterols in the absence of changes in extracellular levels suggested that there is increased oxysterol synthesis associated with aging rather than changes in uptake. In support of this hypothesis, we previously reported that young and aged macrophages have similar capacity to influx Dil-labeled oxLDL [17]. Furthermore, using flow cytometry, we found that surface expression of CD36, a receptor for oxLDL uptake, was similar in young and aged peritoneal macrophages (Fig. 3g–i), supporting the conclusion that these differences in intracellular oxysterols were not likely due to differences in uptake.

To determine whether these aging-associated changes in oxysterol signatures were specific to elicited peritoneal macrophages, we also measured intracellular oxysterol content and secretion in young and aged splenic macrophages. We found that aged splenic macrophages had similar patterns of increased intracellular oxysterols (Fig. S2a–c) with minimal changes in extracellular oxysterols (Fig. S2d–f). These findings indicate that impaired cholesterol homeostasis is associated with detectable alterations in oxysterol signatures in aged macrophages of multiple origins.

### 3.4 PBMC and Plasma Oxysterol Signatures are Altered with Age in Humans

We have previously demonstrated that aged murine macrophages exhibit functional shifts that are associated with their tendency to promote AMD [9, 17, 18]. However, it remains unclear which subset of the age-associated changes described above promote disease rather than being a part of physiologic aging. To discriminate between these physiologic versus pathologic changes, we assessed whether PBMCs and plasma samples from healthy human subjects also exhibited changes in oxysterol signatures with age and whether these changes were different in AMD patients. We chose to process the human samples minimally without cell sorting or cultures to explore how these oxysterol signatures could be used clinically. Demographic information of the human subjects is shown in Table 3.

**Table 3:** Demographic and clinical characteristics of human subjects.

Demographic parameter	Control	AMD	P-value
Age, median (range)	64.09 (21.59–87.07)	74.11 (47.87–100.50)	<.0001^a^
Sex, N			
Male	37	23	.3781^b^
Female	25	22	
AMD status, N			
No AMD	62	0	N/A
Early AMD	0	21	
Advanced neovascular AMD	0	24	

a Significant by 2-tailed Mann-Whitney U test.

b Non-significant by χ^2^ test.

In addition to measuring the same oxysterols we measured in murine peritoneal macrophages (i.e., 4β-HC, 7-KC, and C-triol), we were also able to quantify levels of two additional enzymatically generated oxysterols, 24-hydroxycholesterol (24-HC) and 27-hydroxycholesterol (27-HC), which were below the limit of detection in the murine samples. Of interest, we observed a statistically significant negative correlation between age and PBMC 7-KC levels (Fig. 4a; Spearman *R* = −0.2964, *P* = .0204), PBMC C-triol levels (Fig. 4a; Pearson *R* = −0.3068, *P* = .0171), and PBMC 24-HC levels (Fig. 4b; Pearson *R* = −0.3058, *P* = .0165). There was no association between age and PBMC 4β-HC levels (Fig. 4a; Spearman *R* = −0.0356, *P* = .7853) or PBMC 27-HC levels (Fig. 4b; Pearson *R* = −0.0012, *P* = .9930). Additionally, we observed a significant positive correlation between age and plasma C-triol levels (Fig. 4c; Pearson *R* = 0.2818, *P* = .0278). Although not statistically significant, there was a trend (0.05 < *P* < .10) towards a positive correlation between age and plasma 4β-HC levels (Fig. 4c; Spearman *R* = 0.2170, *P* = .0930). There was no statistically significant correlation between age and plasma 7-KC levels (Fig. 4c; Spearman *R* = 0.1172, *P* = .3683), plasma 24-HC levels (Fig. 4d; Spearman *R* = 0.0394, *P* = .7631), or plasma 27-HC levels (Fig. 4d; Pearson *R* = 0.1601, *P* = .2177). Overall, these findings suggest that healthy humans also exhibit age-associated alterations in oxysterol signatures, likely reflecting changes in cholesterol homeostasis.

**Fig. 4:**
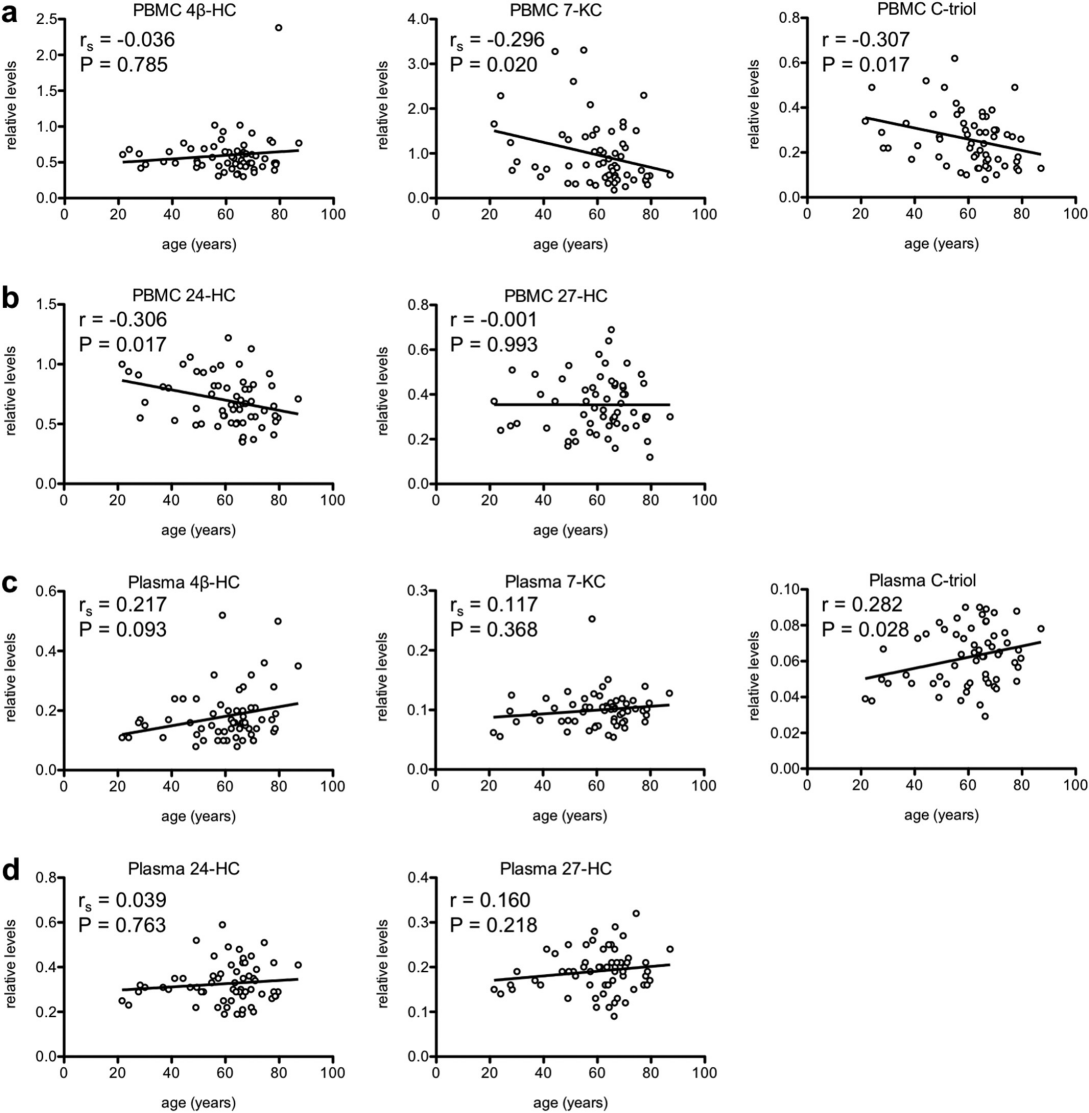
Age affects human peripheral blood mononuclear cell (PBMC) and plasma oxysterol signatures. (a-b) There was a significant negative correlation between age and PBMC 7-KC levels, PBMC C-triol levels, and PBMC 24-HC levels in healthy human subjects. (c-d) There was a significant positive correlation between age and plasma C-triol levels and a trend towards a positive correlation between age and plasma 4β-HC levels. Open circles depict individual data points; lines depict the best-fitting linear regression line (a-d; r = Pearson product-moment correlation coefficient; r_s_ = Spearman rank-order correlation coefficient).

### 3.5 Plasma 24-hydroxycholesterol Distinguishes AMD from Physiologic Aging

To further characterize the relationship between age-associated oxysterol signatures and age-related disease, we recruited human patients with early or advanced neovascular (wet) AMD and measured their PBMC and plasma oxysterol levels (Fig. 5a–j). While AMD patients were significantly older than non-AMD control subjects, there was no difference between the groups on the basis of gender (Table 3). On average, AMD patients had decreased PBMC 7-KC levels compared to non-AMD controls (Fig. 5b) but no differences in the other PBMC oxysterol levels (Fig. 5a/c–e). Moreover, AMD patients had elevated plasma 4β-HC levels (Fig. 5f), elevated plasma C-triol levels (Fig. 5h), elevated plasma 24-HC levels (Fig. 5i), and a trend (0.05 < *P* < .10) towards elevated plasma 27-HC levels (Fig. 5j) compared to non-AMD controls. There was no difference in plasma 7-KC levels (Fig. 5g).

**Fig. 5:**
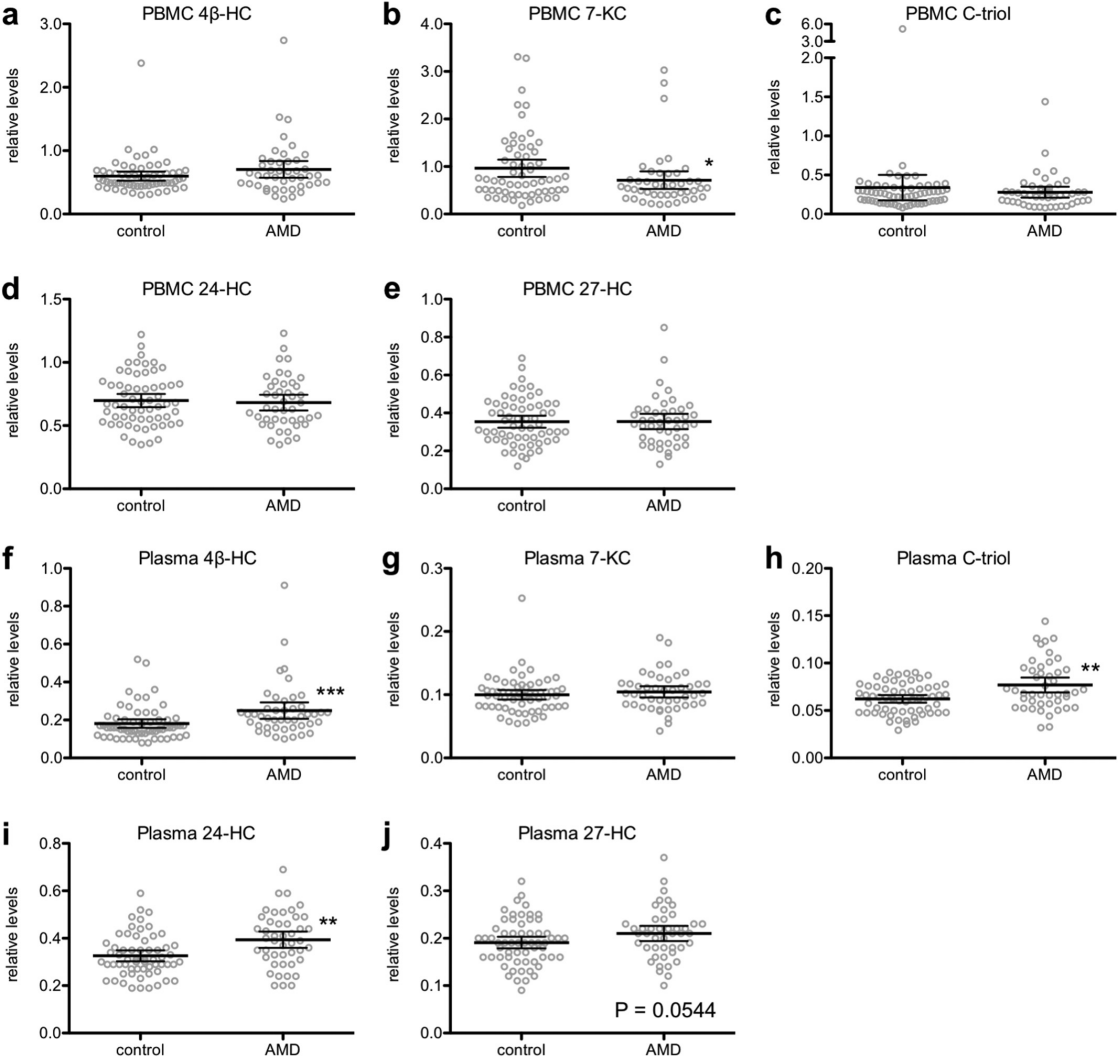
Age-related macular degeneration (AMD) patients have altered peripheral blood mononuclear cell (PBMC) and plasma oxysterol signatures. (a-j) We measured PBMC and plasma levels of 4β-HC, 7-KC, C-triol, 24-HC, and 27-HC. AMD patients (*N* = 44–45) had decreased PBMC 7-KC levels (b; 2-tailed Mann-Whitney U test), elevated plasma 4β-HC levels (f; 2-tailed Mann-Whitney U test), elevated plasma C-triol levels (h; 2-tailed Mann-Whitney U test), elevated plasma 24-HC levels (i; 2-tailed Mann-Whitney U test), and a trend towards elevated plasma 27-HC levels (j; 2-tailed, unpaired t-test) compared to non-AMD controls (*N* = 61). Open circles depict individual data points; horizontal lines depict mean ± 95% confidence intervals (a-j) (* *P <* .05; ** *P <* .01; *** *P <* .001).

Given the known association between AMD and age and the significant age difference between the two groups, we performed binary logistic regression to precisely model the relationship between PBMC or plasma oxysterol levels and AMD after controlling for age and gender. We selected PBMC 7-KC, plasma 4β-HC, plasma C-triol, and plasma 24-HC levels as candidates for further analysis since these were the oxysterols that were significantly different between AMD patients and controls. The binary logistic regression model for a PBMC oxysterol AMD signature included age, gender, and untransformed PBMC 7-KC (Table 4). The overall model was statistically significant (LR Χ^2^ = 34.0, df = 3, *P* < .001) and had good fit (Χ^2^ = 9.6, df = 8, *P* = .294). As expected, age was significantly associated with AMD (*P <* .001) with a beta coefficient of 0.098, indicating that each additional year of age was associated with increased odds of having AMD (aOR = 1.10; 95% CI = 1.05 to 1.16). However, after controlling for age and gender, PBMC 7-KC levels were not associated with AMD (*P* = .140).

**Table 4:** Beta coefficients from PBMC binary logistic regression model.

Predictor variable	aOR (e^β^)	95% CI of e^β^	P-value
Age	1.103	1.049 to 1.161	<0.001
Female gender	0.893	0.335 to 2.381	0.821
PBMC 7-KC levels, 1-unit	0.351	0.087 to 1.412	0.140

The binary logistic regression model for a plasma oxysterol AMD signature included forced entry of age, gender, and any combination of the candidate plasma oxysterol species through automated forward selection (Table 5). The final model was statistically significant (LR Χ^2^ = 44.9, df = 3, *P* < .001), had good fit (Χ^2^ = 14.2, df = 8, *P* = .078), and included age, gender, and plasma 24-HC levels. As expected, age was significantly associated with AMD (*P <* .001) with a beta coefficient of 0.107, indicating that each additional year of age was associated with increased odds of having AMD (aOR = 1.113; 95% CI: 1.06 to 1.17). Of significant interest, even after controlling for age and gender, 24-HC levels were highly associated with AMD (*P <* .001) with a beta coefficient of 11.327, indicating that each additional 0.1-unit increase in relative plasma 24-HC levels was associated with a 3.10-fold increase in odds of having AMD (95% CI: 1.66 to 5.79).

**Table 5:** Beta coefficients from plasma binary logistic regression model.

Predictor variable	aOR (e^β^)	95% CI of e^β^	P-value
Age	1.113	1.055 to 1.174	<0.001
Female gender	0.390	0.119 to 1.282	0.121
Plasma 24-HC levels, 0.1-unit	3.104	1.66 to 5.79	<0.001

Furthermore, we performed conjunctive analysis to evaluate the clinical utility of using plasma 24-HC to discriminate between AMD patients and non-AMD subjects across varying ages. We divided patients into tertiles by plasma 24-HC levels and by age (i.e., above versus below median), tabulating the AMD prevalence in each conjoined cell (Table 6). This analysis demonstrated a clear stepwise increase in prevalence of AMD in subjects above the median age going from the lowest to the highest tertile of plasma 24-HC (i.e., from 47.1% to 66.7% to 76.2%; Fig. 6a). We observed a similar increase in AMD prevalence in subjects below the median age based on plasma 24-HC tertile (i.e., from 10.5% to 19.0% to 38.5%). These findings support the notion that plasma 24-HC levels can distinguish between the changes in cholesterol homeostasis expected during physiologic aging versus those that suggest risk of AMD. To determine the efficacy of plasma 24-HC levels as a potential marker for AMD, we generated a receiver operating characteristic (ROC) curve and found that the area under the ROC curve (AUC) was 0.866 (95% CI: 0.793 to 0.939), indicating good discrimination (Fig. 6b).

**Fig. 6:**
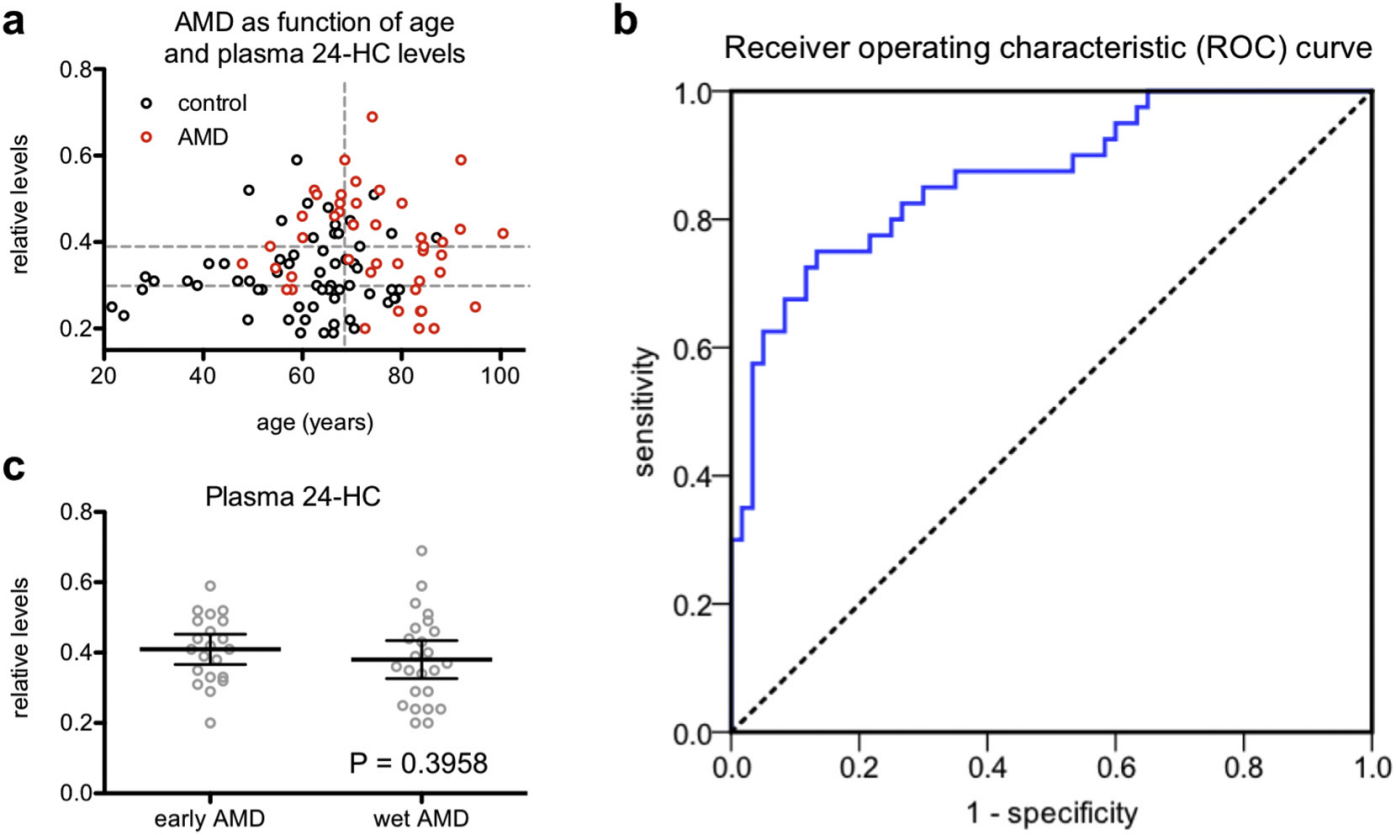
Plasma 24-HC levels discriminate age-related macular degeneration (AMD) from physiologic aging. (a) We divided patients into tertiles by plasma 24-HC and by age (i.e., above versus below median age) and found that individuals in the highest tertile of plasma 24-HC who were also above median age (top right) had the highest AMD prevalence. Horizontal dashed grey lines demarcate plasma 24-HC tertiles; the vertical dashed grey line indicates the median age. (b) Receiver operating characteristic (ROC) curve showing plasma 24-HC discriminates between AMD patients and control subjects. (c) We did not observe a statistically significant difference in plasma 24-HC levels in early AMD patients versus advanced neovascular (wet) AMD patients (*N* = 21 early AMD; 24 wet AMD; 2-tailed, unpaired t-test). Open circles depict individual data points (a, c); horizontal lines depict mean ± 95% confidence intervals (c).

**Table 6:** AMD as a function of age and plasma 24-HC levels.

		Age		
		Below median	Above median	Total
Plasma 24-HC	Lowest tertile	2/19 (10.5%)	8/17 (47.1%)	10/36 (27.8%)
	Middle tertile	4/21 (19.0%)	10/15 (66.7%)	14/36 (38.9%)
	Highest tertile	5/13 (38.5%)	16/21 (76.2%)	21/34 (61.8%)
	Total	11/53 (20.8%)	34/53 (64.2%)	45/106 (42.5%)

To determine the clinical utility of plasma 24-HC levels compared to existing clinical measures of lipid homeostasis, we next analyzed whether plasma 24-HC levels were correlated with total plasma cholesterol levels in the subjects for whom this information was available. In these subjects (*N* = 37), plasma 24-HC was indeed correlated with total plasma cholesterol (*R* = 0.659, *P <* .001). We therefore performed a subanalysis by generating a binary logistic regression for the outcome of AMD with forced entry of plasma 24-HC levels, total plasma cholesterol, age, and gender. This model was statistically significant (LR Χ^2^ = 27.2, df = 4, *P <* .001) and had good fit (Χ^2^ = 2.6, df = 7, *P* = .921). Of interest, total plasma cholesterol levels were not associated with AMD (aOR = 1.014; 95% CI: 0.97 to 1.06; *P* = .547). Remarkably, even after controlling for total plasma cholesterol, age, and gender, plasma 24-HC remained associated with AMD (*P* = .044) with a beta coefficient of 19.308, indicating that each additional 0.1-unit increase in relative plasma 24-HC levels was associated with a 6.90-fold increase in odds of having AMD (95% CI: 1.05 to 45.09). Despite the limited sample size available for this subanalysis, these findings suggest that human plasma 24-HC has strong diagnostic value compared to the existing measure of total plasma cholesterol.

Given the heterogeneity of the clinical progression of AMD and our interest in identifying factors that may predict transition to advanced disease, we also examined whether plasma 24-HC levels differed significantly when subdividing AMD patients into early AMD and advanced neovascular AMD patients. We did not detect a statistically significant difference in plasma 24-HC levels in early AMD versus advanced neovascular AMD patients (Fig. 6c). Therefore, although 24-HC may be associated with AMD, it does not appear to have utility for predicting disease progression based on this cross-sectional analysis.

## 4 Discussion

In this study, we identified that despite their self-renewal, macrophages from old mice exhibit signs of aging, such as defects in mitochondrial oxidative respiration, that are not observed in macrophages from young mice. Consistent with these functional changes, aged macrophages exhibit an altered transcriptomic profile, especially in genes involved in cholesterol homeostasis. These findings build on our previous study reporting that *Abca1* expression is significantly reduced in aged macrophages, leading to impaired cholesterol efflux [17]. We further demonstrate that impairments in cholesterol homeostatic mechanisms are not restricted solely to efflux but globally affect myriad pathways, including biosynthesis, elimination, transport, and regulation. Interestingly, aged macrophages exhibited simultaneous downregulation and upregulation of different genes having similar functions in cholesterol-related pathways (Table 2), indicating broad and complex dysregulation of cholesterol homeostasis.

Our hypothesis that impaired cholesterol metabolism in aged macrophages contributes to AMD pathogenesis is consistent with numerous epidemiological studies that have established that parameters related to lipid status, such as baseline high-density lipoprotein-cholesterol (HDL-C) and total serum cholesterol, affect risk of AMD development and progression [[36], [37], [38]]. Moreover, one past genome-wide association study reported that polymorphisms in lipid-related genes such as LIPC, ABCA1, and CETP are associated with advanced AMD [20]. These findings have led to the hypothesis that statins, cholesterol-lowering drugs used for cardiovascular disease, may affect the development or progression of AMD [39]. The findings of one non-randomized study suggest that high-dose statins may indeed reduce some high-risk features of AMD [40], although large randomized studies are necessary to confirm these findings [41] given that numerous other studies report conflicting results [42]. Cumulatively, these conflicting findings highlight that the relationship between aging, impaired cholesterol homeostasis, and AMD is complex and warrants further investigation.

In this study, we found that in aged murine macrophages, a transcriptomic profile suggesting impaired cholesterol homeostasis was associated with aberrant intracellular oxysterol levels, especially when the macrophages were treated with oxLDL. In many immune cells, oxysterols can directly regulate liver X receptor (LXR) transcriptional activity, which can modulate cellular lipid metabolism and the immune response, especially in inflammation-associated diseases [33]. For example, 27-HC, the most prevalent oxysterol in atherosclerotic lesions, has been shown to promote atherosclerosis by inducing inflammation [43]. Therefore, in addition to being a surrogate marker for impaired cholesterol homeostasis, altered oxysterol production may itself play a pathogenic role in promoting cholesterol dysregulation. Further studies are necessary to uncover the mechanisms underlying altered oxysterol content, which may be related to altered uptake or synthesis. However, our results broadly suggest that altered oxysterols in macrophages are markers of cholesterol dyshomeostasis.

We found that, similar to murine macrophages, human PBMC and plasma samples demonstrated age-dependent and disease-dependent changes in oxysterols. Although the directionality of these changes did not correspond perfectly between mice and humans, our data suggest that broad dysregulation of cholesterol homeostasis in both aging and disease is associated with altered oxysterol signatures. These findings build on recent reports that monocytes isolated from patients with neovascular AMD do indeed exhibit an altered immune-related transcriptomic signature [44] and that these cells, when activated into macrophages, demonstrate proangiogenic characteristics that may contribute to disease pathogenesis [45]. Past studies have also shown that in the outer retina, accumulation of cholesterol oxidation products such as 7-KC can disrupt the immune environment and transform resident macrophages into disease-promoting cells [46]. Specifically, uptake of 7-KC in microglial cells results in decreased production of neurotrophic growth factors and increased expression of angiogenic mediators that promote pathologic CNV [46]. Although there are likely some differences between the mechanisms of altered oxysterols in mice and humans, our work support the broad idea that oxysterols can be used to identify features of cholesterol dyshomeostasis.

How to distinguish whether changes in oxysterol signatures define aging, disease, or both is of great interest, as defects in lipid metabolism are a shared feature of multiple diseases. As an example, certain oxysterols and their metabolites have been shown to be specific biomarkers for Niemann-Pick type C (NPC) disease, an inherited lysosomal storage disease [47, 48]. In this study, we found that after controlling for age and gender, plasma 24-HC was significantly associated with AMD. Despite our modest sample size (*N* = 107), these findings suggest that 24-HC is a strong candidate for an oxysterol that distinguishes AMD from physiologic aging. Although limited by sample size and therefore a relatively wide confidence interval, our subanalysis revealed that plasma 24-HC remained associated with AMD even after controlling for total plasma cholesterol, highlighting its diagnostic value. Larger prospective studies are necessary to validate these findings and identify additional markers of risk.

Cumulatively, our findings highlight that impaired cholesterol homeostasis is a key pathway perturbed in aged macrophages and that oxysterol signatures in patient samples can distinguish AMD from physiologic aging. Ultimately, these findings may not only improve our ability to diagnose disease but also identify targets in cholesterol homeostasis pathways for novel therapeutic approaches.

## Funding Sources

This work was supported by NIH Grants R01 EY019287 (R.S.A.), R01 NS081985 (D.S.O), R01 AG052494 (I.U.M.), P30 EY02687 (Vision Core Grant), and P30 DK020579 (Diabetes Research Center Metabolomics Core); the Starr Foundation (R.S.A.); the Carl Marshall Reeves and Mildred Almen Reeves Foundation (R.S.A.); the Bill and Emily Kuzma Family Gift for retinal research (R.S.A.); a Physician-Scientist Award and a Nelson Trust Award from Research to Prevent Blindness (R.S.A.); the Jeffrey Fort Innovation Fund (R.S.A.); and the Thome Foundation (R.S.A.). Additional funding comes from an unrestricted grant to the Department of Ophthalmology and Visual Sciences of Washington University School of Medicine from Research to Prevent Blindness. J.B.L. was supported by the Washington University in St. Louis Medical Scientist Training Program (NIH Grant T32 GM007200), the Washington University in St. Louis Institute of Clinical and Translational Sciences (NIH Grants UL1 TR002345, TL1 TR002344), and the VitreoRetinal Surgery Foundation. M.M.L. was supported by NIH Grants T32 GM007200 and T32 AI007172. The funders had no involvement in any aspect of this study or manuscript preparation. R.S.A. had full access to all of the data in the study and had final responsibility for the decision to submit for publication.

## Declaration of Interests

The authors declare that no conflict of interest exists.

## Author Contributions

A. Sene performed most of the experiments related to Fig. 1, Fig. 2; J.B.L. performed most of the experiments related to Fig. 3, Fig. 4, Fig. 5, Fig. 6.

Conceptualization: R.S.A., A. Sene, J.B.L.

Investigation: J.B.L., A. Sene, A. Santeford, H.F., R.S., M.M.L., V.A.S., N.B.

Writing – Original Draft: J.B.L., A. Sene

Writing – Review & Editing: J.B.L., A. Sene, R.S.A., D.S.O., N.B., M.M.L., H.F., V.A.S.

Supervision: R.S.A., D.S.O., I.U.M.

Funding Acquisition: R.S.A., D.S.O., I.U.M.

## Appendix A Supplementary data

Supplementary material Image 1

How the deposited data were processed for this re-analysis (not part of the article)

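RNA of thioglycollate-elicited peritoneal macrophages from young (3 months) and aged (18 months) female C57BL/6J mice was measured on Affymetrix Mouse Gene 1.0 ST arrays, 1 array per sample. The 20 arrays fall into 6 groups of age and treatment: untreated (3 young, 4 aged), 25 μg/ml oxLDL for 24 h (4 young, 3 aged) and 25 μg/ml acLDL for 24 h (3 young, 3 aged). The arrays that the authors omitted as outliers are not in the files. The group of every array was taken from its label.

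The intensity values were made by the authors in Affymetrix Expression Console 1.3.1.187 with RMA background correction, quantile normalization and median polish, as their methods state, and were deposited back on a linear scale. The authors then removed probe sets that no array detected, that were not of the main type or that had no gene symbol. The value table and the comparison table hold the same 18066 probe sets, with a largest relative difference of 6.66e-16, and no column of values was left unused. The p-values and q-values of the authors' comparison table come from limma and from the qvalue function, for 9 contrasts, as its column names and their methods state. The fold changes of that table were taken as score values: the authors computed them from the limma fit as signed linear ratios that are never between -1 and 1, as tested on the table. The last column counts the arrays on which a probe set was detected, by the authors' limit of the negative controls.

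The log2 of the intensity was taken, and no further normalization was applied. Probe sets were named through the accessions in the authors' annotation (16475), the symbol (881) or an older symbol (334); 374 kept the authors' name and 2 matched several genes. On arrays, signal over background takes the place of depth: 14025 probe sets were detected on all 20 arrays and 587 on 1 array, and the array medians lay between 6.29 and 6.43 on the log2 scale. With 3 or 4 arrays per group, the number of samples limits the precision, and changes in probe sets near the background are compressed.

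Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with default settings), with 1 fit over all 20 arrays and 6 groups, 14 residual and 3.26 prior degrees of freedom. A probe set was called at p below 0.05 and a Benjamini-Hochberg adjusted p below 0.20, the limits the paper states, though its methods name q-values, and at a 1.5-fold change where stated. The 11 comparisons were aged against young under each treatment, oxLDL and acLDL against untreated and against each other at each age, and the age by oxLDL and age by acLDL interactions. Single values carry the SD between arrays or the standard error of the fit. List means of the untreated arrays were compared by an exact permutation test. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

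Table 1 of the paper had been seen, so the lists of B cell markers, cholesterol biosynthesis and fatty acid synthesis overlap genes already known to move. Apart from Table 1, the 26 gene lists were written before the data were examined, as were the thresholds, the comparisons and the rule for naming genes. They cover cholesterol biosynthesis, fatty acid synthesis and desaturation, other SREBP targets and regulators, LXR targets and cholesterol efflux, oxysterol enzymes and sterol esterification, lipoprotein and scavenger receptors and the genes of Table 2. For cell types there are markers of B cells, T and NK cells, mast cells and eosinophils, neutrophils, dendritic cells with MHC class II, mesothelial and stromal cells, core macrophages, resident peritoneal macrophages, and monocytes with recruited macrophages. The others are interferon-stimulated genes, classical activation, alternative activation, oxidative phosphorylation, senescence markers, cell cycle, PPAR targets and lipid droplets, the oxidative stress response (Nrf2 targets), the unfolded protein and integrated stress response, and IL-10 and STAT3 signalling. Each list was tested with camera at a preset correlation of 0.01, on the probe set with the highest mean for each of 15652 genes, adjusted over the 26 lists in each comparison and called at an adjusted p below 0.05. Members were counted by their calls over all probe sets and also when adjusted over the list alone. Excess of a list among the genes changed at least 1.5-fold was tested with a one-sided Fisher's exact test. The GO terms of the authors' annotation were tested in the same way, for terms with at least 5 genes, a choice made after the values were seen.

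The rule named the genes of Table 1, whose values in the paper had been seen; the 10 called probe sets with the largest and the 10 with the smallest log2 fold change; up to 4 called members of each list by p, or 2 where none was called; and the genes in the paper's text. In the other comparisons it named the 5 largest and 5 smallest called changes and up to 3 called members of each list mentioned. Results of some single genes that the rule names are not reported here; these genes were also left out of the search for arrays far from their group.

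Other settings changed 1 choice at a time: only the groups compared in the fit, the replicate number as a fixed or random block, eBayes with trend and robust, array weights, arrays centred on their medians, quantile normalization again, leaving out the dimmest 25% of probe sets, 1 probe set per gene, an adjusted p below 0.05, the authors' p-values adjusted over the same probe sets, and each array left out. For lists they were camera with the correlation estimated from the data, fry, and all probe sets of each gene. Storey's and the authors' q-values and the B cell marker level as a covariate were added after the values were seen. The splits of the arrays into groups of the same sizes were refitted, all 35 or 10 of them, or 100 drawn ones for an interaction.

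Whether the replicate number pairs the arrays was checked on their deviations from the group means. Within an age, arrays of the same number under different treatments correlated in all 9 aged pairs (0.13 to 0.56) and all 9 young pairs (0.13 to 0.42), so a fit with the number as a block is given beside the treatment comparisons where it moves a count by more than 1.5 times. Between ages, the 9 pairs of the same number ran from -0.08 to 0.27, with 6 above 0.1, and the ages were compared unpaired; 13 of 18 arrays correlated best with the array of their own number. With age and number as a random block, the consensus correlation was 0.19.

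The limma test was also tested on simulated data with the group sizes of the untreated arrays and the spread of the fit over all groups. A spread that differs between groups, or variation shared by arrays of the same number, was not simulated. The rates given here therefore do not cover these features of the untreated arrays. In the simulated data, limma found 67.2% of 67 probe sets changed by a log2 of 0.5, 91.0% of 67 changed by 1 and 100% of 66 changed by 2. Of 225 calls, 53 (23.6%) were false, and with no changed probe set limma called 0, where 4.97% had p below 0.05. As a check of the fit, the authors' p-values, adjusted over the same probe sets, also called 657.

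The MetaCore gene sets and interactome, the qPCR values of single samples, the oxysterol measurements, flow cytometry and human data are not in the files and were not recomputed.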

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

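The tests of shared variation and of neutrophil markers for the B cell pattern, and those of core macrophage markers, LXR targets and the B cell covariate for the cholesterol pattern, were chosen only after the result was seen; the other tests had been set earlier.

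B cell markers were higher in aged untreated macrophages, with 24 of 27 positive, 7 past the thresholds and a median log2 fold change of 0.82, but the list did not pass with an estimated correlation (camera, adjusted p = 0.255) or with fry (adjusted p = 0.0612). A rise of every other cell type alike was not seen in the neutrophil markers. Their median was 0.0068, and their upper quartile of 0.14 lay below the B cell markers' lower quartile of 0.44. The medians of other types were above 0, at 0.15 for T and NK cell (upper quartile 0.58) and 0.52 for dendritic markers, lists that did not pass, and at 0.43 for mesothelial and 0.81 for mast cell markers. Aged replicate 2 had the highest mean of the untreated arrays for B cell (7.22), T and NK cell (5.58), mast cell (5.34), dendritic (7.89) and mesothelial markers (6.58). A lower share of macrophages therefore stays open, since the neutrophil markers alone cannot exclude it for the other cell types. A single aged preparation is argued against, since the median was at least 0.49 with 1 aged array left out, the lowest being without aged replicate 2. B cells among the aged macrophages remain a candidate explanation, and no sort of the peritoneal cells is described that would remove them. Over the 10 aged arrays, the markers varied together with a median pairwise correlation of 0.705, against 0.139 at the 95th percentile of 1000 random lists. These arrays are not independent, since aged arrays of the same number correlate (0.13 to 0.56). Replicate 2 had the highest mean of the markers untreated (7.22), after oxLDL (6.79) and after acLDL (7.24). Any list of genes that vary together could also exceed random lists, so the correlation does not single out B cells. Of the 27 markers, 5 lay above the median of all values in young macrophages, 0 are on another list and 5 are in Table 1, the brightest in aged macrophages being Cd24a at 9.77, Cd37 at 9.49, Bhlhe41 at 8.58 and Cd79b at 8.54 (9.05, 9.59, 8.72 and 5.58 in young ones); a change with age in the macrophages' own expression was not tested.

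Genes of cholesterol biosynthesis were lower in aged untreated macrophages, with 19 of 21 negative and a median of -0.71. Fewer macrophages per sample is argued against by the core macrophage markers, with a median of -0.026 and quartiles of -0.11 and 0.024. With the B cell marker level as a covariate, the median was -0.87 and 21 of 21 were negative. This cannot exclude B cell content, since the level did not overlap between the ages (5.07 to 5.22 on young and 5.63 to 7.22 on aged untreated arrays). More LXR-activating sterol in the aged cells stays open. The 3 members of the LXR list called higher with oxLDL at both ages went both ways, at -0.31 for Abca1 (the median), -0.37 for Abcg1 and 0.071 for Mylip, with upper 95% limits of up to 0.33. Cd5l, which is not on that list, was also called higher with oxLDL, by 1.63 in young and 0.52 in aged macrophages. In untreated macrophages it measured 9.19 in aged and 7.85 in young ones. The paper reports more of some oxysterols in aged macrophages. A lower SREBP activity that comes with age also stays open and was not tested. Among the 35 splits of the 7 arrays, 3, the real one included, gave the list as small a camera p (-log10 p of 23.1 for the real split, 37.7 for the highest other), so chance cannot be excluded. By the list mean, no other split shifted the list as far (two-sided exact permutation test, p = 0.0286), but this is the smallest p possible and does not settle it.

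The age difference in cholesterol biosynthesis genes was smaller after LDL, with a median age by oxLDL interaction of 0.57 (camera, adjusted p = 8.3e-18) and age by acLDL interaction of 0.61 (adjusted p = 1.6e-19), 20 of 21 genes positive in each. The calls were lost with an estimated correlation (adjusted p = 0.292 and 0.221), and both interactions share the same untreated arrays. A floor of the arrays is argued against, since the 12 brighter genes had a median of 0.55 and the 9 dimmer ones 0.57. A single young untreated array is argued against too, the lowest median with 1 left out being 0.35, without young untreated replicate 3. The interaction is the same as a stronger fall with LDL in young cells, which start from a higher level. With oxLDL the list mean went from 8.22 to 6.80 in young and from 7.55 to 6.68 in aged macrophages. Its cause was not tested.

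Other lists whose response to oxLDL differed between the ages, by the interaction test with camera, were fatty acid synthesis (median 0.19, adjusted p = 1.6e-04, and 0.0517 without young untreated replicate 3), interferon-stimulated genes (0.16, adjusted p = 0.00396, lost without aged oxLDL replicate 2 (0.249), young oxLDL replicate 1 (0.0517), young untreated replicate 2 or 3 (0.151 and 0.0593) or aged untreated replicate 1 (0.0513), and 0.0990 with the replicate block), oxidative phosphorylation (-0.090, adjusted p = 5.9e-06) and IL-10 and STAT3 signalling (-0.20, adjusted p = 0.0306). With an estimated correlation these had adjusted p = 0.461, 0.886, 0.856 and 0.461. For acLDL they were fatty acid synthesis (0.25, adjusted p = 1.2e-04, and 0.0692 without young untreated replicate 3), other SREBP targets (0.069, adjusted p = 0.0391, lost without young untreated replicate 2 or 3 (0.0803 and 0.230), young acLDL replicate 4 (0.140), aged untreated replicate 3 or 4 (0.159 and 0.148) or aged acLDL replicate 2 or 3 (0.0585 and 0.0765)), T and NK cell markers (0.17, adjusted p = 0.0482), oxidative phosphorylation (-0.10, adjusted p = 1.8e-05) and PPAR targets (-0.12, adjusted p = 0.0391). With an estimated correlation these had adjusted p = 0.484 for fatty acid synthesis and 0.669 for the others. Single probe sets passed in neither interaction: limma called 0 for oxLDL (665 at p below 0.05) and 0 for acLDL (604 at p below 0.05). A count over other splits therefore decides nothing (100 of 100 drawn splits reach 0). The highest counts of drawn splits were 1356 and 2060, but these draws mix the age and treatment labels. Such counts can hold the effects of age and LDL themselves, so no structure of the samples can be read from them.

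In the untreated comparison, chance cannot be excluded for the 657 probe sets (2 of 35 splits as large, highest other 1771), the 182 changed at least 1.5-fold (2 of 35, highest other 396) or the 10 lists (12 of 35, highest other 15). The split with 1771 puts aged untreated replicate 4 with the 3 young arrays, which points to a structure of the samples.

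The paper does not report the comparisons of ages after LDL, in which limma called 386 probe sets after oxLDL (163 higher and 223 lower in aged macrophages) and 132 after acLDL (71 and 61). For oxLDL only the real split called as many (1 of 35 splits as large, highest other 56), the smallest share that 35 splits allow. With no correction over the 11 comparisons, this does not exclude chance. The count after oxLDL was 142, 82, 172 and 161 without young oxLDL replicate 1, 2, 3 and 4 and 123 and 51 without aged oxLDL replicate 2 and 3. Which direction held more calls depended on the setting, with 395 higher and 333 lower of 728 with the replicate block, 328 and 217 without aged oxLDL replicate 4, 34 and 17 without aged oxLDL replicate 3, 55 and 27 without young oxLDL replicate 2, and 26 and 10 at an adjusted p below 0.05. For acLDL the 10 splits are too few to weigh chance at all (1 as large, highest other 6). The count after acLDL was 735 with the replicate block, 7 and 7 without young acLDL replicate 2 and 4 and 25, 41 and 473 without aged acLDL replicate 2, 3 and 4.

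The effects of oxLDL and acLDL against untreated macrophages are not reported in the paper either. After oxLDL limma called 440 probe sets in young macrophages (210 higher, 230 lower, and 1000 called with the replicate block). Over all splits only the real one called as many (1 of 35 as large, highest other 52), the smallest share possible. The 8 splits that part as many pairs, highest other 1, are too few, so chance is not excluded. The count was 186, 228 and 221 without young untreated replicate 2, 3 and 4 and 285 and 261 without young oxLDL replicate 3 and 4. In aged macrophages it called 691 (315 higher, 376 lower), and chance cannot be excluded (2 of 35, highest other 1091, from a split of aged untreated replicates 1, 2 and 3 against the rest, where the 8 splits that part as many pairs, too few by themselves, reached 18). This count was 255 and 1309 without aged untreated replicate 1 and 4 and 297, 231 and 363 without aged oxLDL replicate 2, 3 and 4. After acLDL it called 106 in young macrophages (51 higher, 55 lower; 653 with the replicate block), where the 10 splits are too few (1 as large, highest other 0), and 52, 49 and 64 without young untreated replicate 2, 3 and 4 and 237 and 37 without young acLDL replicate 2 and 4. In aged macrophages it called 89 (47 higher, 42 lower; 140 with the block), and chance cannot be excluded (12 of 35, highest other 1830, which points to a structure of the samples; the 8 splits that part as many pairs, too few by themselves, reached 1). This last count was 21, 758 and 773 without aged untreated replicate 1, 2 and 4 and 251, 16 and 27 without aged acLDL replicate 2, 3 and 4.

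Between oxLDL and acLDL, limma called 63 probe sets in young macrophages (15 higher, 48 lower with oxLDL, and 411 called with the replicate block). Over all splits only the real one called as many (1 of 35 as large, highest other 0), the smallest share possible. The 8 splits that part as many pairs, highest other 0, are too few, so chance is not excluded. The count was 14, 30, 16 and 32 without young oxLDL replicate 1, 2, 3 and 4 and 33, 17 and 36 without young acLDL replicate 2, 3 and 4. In aged macrophages it called 4, all lower with oxLDL (184 with the block): Clec12a (-0.93), Mmp13 (-0.87), Tlr8 (-0.65) and Gpr65 (-0.46), each at an adjusted p of 0.141. Here the 10 splits are too few (1 as large, highest other 2), 758 probe sets had p below 0.05, and the count was 2, 0 and 0 without aged oxLDL replicate 2, 3 and 4 and 0 and 0 without aged acLDL replicate 2 and 4.

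Some arrays lay apart from the other 3 of their group, by Dixon's 95% limit on the gap to the nearest, in 12 of 199 groups (6.03%), where chance gives about 1 in 20. Among aged untreated arrays, the list means were 9.13 in replicate 1 for LXR targets (others 8.75 to 8.80), 11.0 in replicate 1 for oxidative phosphorylation (10.8 to 10.9), 7.11 in replicate 2 for interferon-stimulated genes (6.70 to 6.76) and 8.08 in replicate 4 for lipoprotein and scavenger receptors (all others 8.06). Single genes were Alox5ap at 11.6 (about 11.3 in the others) in replicate 1, Il10 at 4.82 (3.58 to 3.66) in replicate 2, and Vsig4 at 9.50 (8.83 to 8.94), Selp at 6.18 (5.53 to 5.55), Il4ra at 7.72 (8.27 to 8.34) and Mir15a, as the probe set is annotated, at 5.29 (4.88 to 4.94) in replicate 4. Among young oxLDL arrays, the mean of PPAR targets was 8.32 in replicate 3 (8.40 to 8.41) and Csf1r measured 10.33 in replicate 4 (9.90 to 9.97).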

How the results depend on the processing

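Settings chosen only after the results were seen were the Storey q-values, the authors' q-values, the GO terms and the B cell marker covariate; the others had been set earlier. Where a value below differs from its reference, the cause was not tested, unless fewer arrays or a stricter threshold gives it.

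In aged against young untreated macrophages, 657 probe sets changed, 182 of them at least 1.5-fold. The counts were 21 and 21 with only the 7 untreated arrays in the fit, 1369 and 383 with the replicate block, 84 and 67 with the B cell covariate, and 54 and 37 at an adjusted p below 0.05. Quantile normalization again gave 1020 probe sets, Storey q-values 1089 and the authors' q-values 1080. With 1 array left out, the counts ran from 110 (without young replicate 4) to 1777 (without aged replicate 4), and from 74 to 441 at 1.5-fold without the same arrays. The other settings stayed within 1.5 times of 657 and 182.

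Of 26 lists, 10 were shifted, against 3 with an estimated correlation, 6 with fry and 8 to 13 with 1 array left out (8 without aged replicate 2, 13 without aged replicate 1). Among the genes changed at least 1.5-fold, 11 lists were in excess, and 3 at an adjusted p below 0.05.

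With only the groups compared in the fit, the age comparisons called 1062 (oxLDL, from 386) and 2 (acLDL, from 132). The oxLDL effect called 792 in young (from 440) and 56 in aged macrophages (from 691), the acLDL effect 49 (from 106) and 4 (from 89), and oxLDL against acLDL 31 (from 63) and 0 (from 4).

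With the replicate block, the age comparisons called 728 (oxLDL) and 735 (acLDL), the oxLDL effect 1000 in young, the acLDL effect 653 in young and 140 in aged, oxLDL against acLDL 411 in young and 184 in aged macrophages, and the age by oxLDL interaction 1 (from 0). At an adjusted p below 0.05, the same comparisons, with the oxLDL effect in aged macrophages at 94, gave 36 and 15 for age, 141 for oxLDL in young, 41 and 15 for acLDL, and 11 and 0 for oxLDL against acLDL.

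With 1 array left out, the ranges were 51 to 545 and 7 to 473 for age under oxLDL and acLDL. They were 186 to 322 (young) and 231 to 1309 (aged) for oxLDL, 37 to 237 and 16 to 773 for acLDL, 14 to 36 and 0 to 3 for oxLDL against acLDL, 0 to 1 for the age by oxLDL interaction (limma, 1 without aged oxLDL replicate 2; 665 at p below 0.05) and 0 throughout for the age by acLDL interaction (604 at p below 0.05).

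Some lists changed direction. With the B cell covariate these were, in untreated macrophages, B cell (adjusted p = 0.238; its own mean is the covariate, which removes its shift by construction), T and NK cell (0.0224), dendritic (0.00787) and mesothelial markers (0.264), interferon-stimulated genes (0.00787) and cell cycle (0.356). B cell markers did so in acLDL against untreated aged macrophages without aged acLDL replicate 2 (0.00432; up to 0.845 with others left out), in oxLDL against acLDL in aged ones without aged acLDL replicate 3 (0.0386; from 1.0e-05 to 0.512), and in the age by acLDL interaction without aged acLDL replicate 2 (0.00677; from 0.00453 to 0.843).

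None of the 97 named probe sets of the untreated comparison changed direction past the threshold in these settings. Their side of the threshold was the same for 38 and lost for 59 in the fit of the 7 untreated arrays, and with the B cell covariate lost for 48 and gained for 1, Srebf2. All probe sets of the value table was not a separate setting, since both tables hold the same 18066. Signal over background limits probe sets such as the 587 detected on 1 array.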

Differences from the paper's values

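The tests chosen only after the result was seen were those with the authors' q-values, the Storey q-values and the B cell marker covariate.

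The paper gives 1080 probe sets changed between aged and young macrophages, and 657 passed the same limits here, with Benjamini-Hochberg adjusted p in place of the q-values that the paper's methods name. Of the alternatives set before the data were examined, those within 1.5 times of the paper's count were the replicate block (1369), eBayes with trend and robust (874), array weights (742), arrays centred on their medians (791), quantile normalization again (1020), leaving out the dimmest 25% of probe sets (963) and leaving out aged untreated replicate 1 (831). Those that were not were the fit of the 7 untreated arrays (21), the random replicate block (706), 1 probe set per gene (617), the authors' p-values adjusted over the same probe sets (657), an adjusted p below 0.05 (54), leaving out young untreated replicate 2, 3 or 4 (261, 203 and 110) and leaving out aged untreated replicate 2, 3 or 4 (413, 191 and 1777). The q-values of the authors' table, a setting chosen after seeing the values, gave 1080; it drops 0 of the 20 in Table 1, the called probe sets that the paper prints. Storey q-values of the same p-values, also chosen after seeing the values, gave 1089, and the B cell marker covariate, chosen then too, gave 84.

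Of its probe sets the paper gives 239 changed at least 1.5-fold, within 1.5 times of the 182 here; the authors' q-values, chosen after seeing the values, gave 223, and no setting run gave the paper's count.

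In the paper's ranking of GO processes, cholesterol metabolism stands lower than here: with the GO terms of the authors' annotation, cholesterol metabolic process came at rank 8, and at rank 10, the paper's place, with the authors' q-values, both chosen after seeing the values. The MetaCore gene sets behind the paper's ranking are not in the files.

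For Table 2, measured by the paper with qPCR, 18 of the 28 genes on the arrays had the paper's direction and 10 the opposite one. Of the 6 that passed the test on the arrays, Fdft1, Fdps, Slc16a6 and Stard4 had the paper's direction. The paper has Cxcl16 lower and Lpl higher in aged macrophages, and on the arrays their log2 fold changes were 0.68 and -0.20 (adjusted p = 0.118 and 0.179). Each of the 6 calls was lost without at least 1 array, the adjusted p reaching 0.424 for Cxcl16, 0.475 for Lpl and 0.232 for Slc16a6 without young untreated replicate 4, 0.400 for Fdft1 and 0.286 for Fdps without young untreated replicate 3, and 0.288 for Stard4 without young untreated replicate 2.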

Other observations

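Of the tests in this part, only that with the authors' q-values was chosen after its result was seen, and the values are given without an explanation.

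In aged untreated macrophages, other lists that passed were senescence markers (1 higher of 15, 6 when adjusted over the list alone, median 0.29, 14 of 15 positive; camera, adjusted p = 1.1e-04, and 0.0692 with an estimated correlation), mesothelial and stromal markers (0 of 15 past the limma test, 2 when adjusted over the list alone, median 0.43; adjusted p = 0.00238), cell cycle (1 higher of 30, 6 higher and 1 lower when adjusted over the list alone, median 0.26; adjusted p = 0.00704) and oxidative phosphorylation (1 lower of 72, Sdha at -0.24, 0 when adjusted over the list alone, median 0.060; adjusted p = 0.0213). With an estimated correlation the last 3 had adjusted p = 0.502, 0.535 and 0.579. The mesothelial call was lost without young replicate 2 (adjusted p = 0.0562) or aged replicate 2 or 3 (0.0933 and 0.0524), the cell cycle call without young replicate 4 (0.220) or aged replicate 2 or 3 (0.238 and 0.120), and the oxidative phosphorylation call without young replicate 4 (0.568) or aged replicate 1 (0.235). Of the senescence genes, Cdkn2a, which encodes p16, had a log2 fold change of 0.44 (standard error 0.15, adjusted p = 0.218), where the paper reports a rise by qPCR. It did not pass, though every aged array lay above every young one, and it did pass without aged replicate 2 or 4 (adjusted p = 0.197 and 0.151), after quantile normalization again (0.185) and without the dimmest 25% of probe sets (0.170), and by the authors' q-values (0.170).

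Lists that did not pass in untreated macrophages were PPAR targets and lipid droplets (1 higher of 24, Hilpda at 0.66; median -0.0091, mean 0.033, adjusted p = 0.942), the oxidative stress response (2 lower of 20, Tkt at -0.33 and Slc7a11 at -0.75; median 0.0048, mean -0.0027, adjusted p = 0.809), the unfolded protein and integrated stress response (1 higher of 19, Ddit3 at 0.40; median -0.060, adjusted p = 0.283) and the genes of Table 2, a list the study chose by qPCR (1 higher and 5 lower of 28, median -0.032, adjusted p = 0.120, and 0.0148 without young untreated replicate 4). The calls of Hilpda, Tkt, Slc7a11, Ddit3 and Sdha were each lost without at least 1 array, up to adjusted p-values of 0.276, 0.397, 0.486, 0.382 and 0.526 without young untreated replicate 4. Il10 (0.64, adjusted p = 0.269, but 0.163 without aged untreated replicate 4, 0.161 with the replicate block and 0.166 with array weights), Stat3 (0.07, adjusted p = 0.795) and Cd36 (-0.03, adjusted p = 0.876) did not pass.

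After oxLDL, genes of cholesterol biosynthesis were lower than in untreated macrophages, 19 of 21 in young (median -1.46; camera, adjusted p = 5.3e-64, and 0.00176 with an estimated correlation) and 16 of 21 in aged ones (median -0.69, adjusted p = 2.1e-26, and 0.0810 with an estimated correlation). After acLDL, 18 were lower in young (median -1.35, adjusted p = 5.9e-62, and 0.00207 with an estimated correlation) and 12 in aged macrophages (median -0.75, adjusted p = 1.3e-23, and 0.120 with an estimated correlation). The list mean was 6.80 in young and 6.68 in aged macrophages after oxLDL, and 6.85 and 6.79 after acLDL. Between the ages, the list did not pass after acLDL (adjusted p = 0.248), nor after oxLDL (adjusted p = 0.0689, though it passed without young oxLDL replicate 1 or 4, adjusted p = 0.0457 and 0.0460). Sqle and Insig1 had log2 fold changes with oxLDL of -2.17 and -1.97 in young macrophages and of -1.34 each in aged ones, calls that held with any 1 array left out.

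Abca1, an LXR target, had a log2 fold change with oxLDL of 1.63 in young (adjusted p = 1.4e-07) and 1.89 in aged macrophages (adjusted p = 1.3e-08), and with acLDL of 1.33 and 1.58. Mylip had 1.32 and 1.27 with oxLDL and 0.87 and 0.90 with acLDL, and these calls of both genes held with any 1 array left out. As a list, LXR targets were shifted up with oxLDL by camera at the preset correlation, though most members did not pass, in young (4 higher and 1 lower of 17, median 0.17, adjusted p = 1.5e-06, and 0.154 with an estimated correlation) and aged macrophages (4 higher, median 0.093, adjusted p = 2.7e-04, and 0.431 with an estimated correlation).

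The unfolded protein and integrated stress response was higher with oxLDL than in untreated young macrophages (5 higher of 19, median 0.24, adjusted p = 3.0e-08, and 0.00374 with an estimated correlation). Mthfd2, a target of this response, had a log2 fold change of 1.09 in young (adjusted p = 0.000381) and 0.84 in aged macrophages (adjusted p = 0.00992), and of 1.20 in oxLDL against acLDL in young ones (adjusted p = 0.00183), and the 3 calls held with any 1 array left out. The interferon-stimulated genes were lower with oxLDL in young macrophages (7 lower of 31, median -0.29, adjusted p = 4.8e-11, and 0.154 with an estimated correlation), among them Rtp4 at -1.41 (adjusted p = 0.0176) and Xaf1 at -0.66 (adjusted p = 0.00165).

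The lists of B cell, mast cell and resident macrophage markers were also shifted up in aged macrophages after LDL, though most of their members did not pass. After oxLDL, 8 of 27 B cell markers (median 0.89, adjusted p = 1.9e-12, and 0.158 with an estimated correlation), 4 of 12 mast cell and eosinophil markers (median 0.64, adjusted p = 1.1e-06) and 5 of 18 resident macrophage markers (median 0.47, adjusted p = 1.2e-06) were higher, the latter 2 lists passing with an estimated correlation (adjusted p = 0.0252 for each). After acLDL, these were 5, 3 and 4 markers, with medians of 0.79, 0.76 and 0.46 (adjusted p = 3.9e-11, 7.8e-07 and 2.5e-07, and 0.216, 0.0191 and 0.0178 with an estimated correlation). Cpa3 (1.52, adjusted p = 0.00804), Prg4 (1.46, adjusted p = 0.0255) and Plac8 (4.34, adjusted p = 0.0429) kept their calls after oxLDL with any 1 array left out, while after acLDL Plac8 (4.31, adjusted p = 0.0827) lost its call without 3 of the 6 arrays, up to an adjusted p of 0.341 without aged acLDL replicate 2.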
